# Transcriptome analysis of nitrate assimilation in *Aspergillus nidulans* reveals connections to nitric oxide metabolism

**DOI:** 10.1111/j.1365-2958.2010.07363.x

**Published:** 2010-09-27

**Authors:** Thorsten Schinko, Harald Berger, Wanseon Lee, Andreas Gallmetzer, Katharina Pirker, Robert Pachlinger, Ingrid Buchner, Thomas Reichenauer, Ulrich Güldener, Joseph Strauss

## Abstract

Nitrate is a dominant form of inorganic nitrogen (N) in soils and can be efficiently assimilated by bacteria, fungi and plants. We studied here the transcriptome of the short-term nitrate response using assimilating and non-assimilating strains of the model ascomycete *Aspergillus nidulans*. Among the 72 genes positively responding to nitrate, only 18 genes carry binding sites for the pathway-specific activator NirA. Forty-five genes were repressed by nitrate metabolism. Because *nirA*^-^ strains are N-starved at nitrate induction conditions, we also compared the nitrate transcriptome with N-deprived conditions and found a partial overlap of differentially regulated genes between these conditions. Nitric oxide (NO)-metabolizing flavohaemoglobins were found to be co-regulated with nitrate assimilatory genes. Subsequent molecular characterization revealed that the strongly inducible FhbA is required for full activity of nitrate and nitrite reductase enzymes. The co-regulation of NO-detoxifying and nitrate/nitrite assimilating systems may represent a conserved mechanism, which serves to neutralize nitrosative stress imposed by an external NO source in saprophytic and pathogenic fungi. Our analysis using membrane-permeable NO donors suggests that signalling for NirA activation only indirectly depends on the nitrate transporters NrtA (CrnA) and NrtB (CrnB).

## Introduction

Nitrate (NO_3_^-^) is the most abundant inorganic nitrogen (N) form in soils, and plants (Song *et al*., 2007), fungi (Joergensen and Wichern, 2008; Inselsbacher *et al*., 2009), bacteria (Klotz and Stein, 2008) and archaea (Erguder *et al*., 2009) all compete for this resource. Fungal biomass dominates in many soil types and although some fungi show denitrifying activities (Takaya, 2002; Fujii and Takaya, 2008; Kim *et al*., 2009) the presence of nitrate and nitrite assimilation genes in most fungal phyla (M. Gorfer and J. Strauss, unpubl. obs.) indicates a relevant ecological function of this metabolic system in soil nitrogen cycling. Provided sufficient carbon supply, fungi are able to efficiently utilize nitrate and nitrite for growth and incorporate this nitrogen source into biomass through reduction to ammonium and subsequent metabolization to glutamate and glutamine (Cove, 1979). Because of the high metabolic cost of nitrate reduction, negative feedback regulation by ammonium and glutamine prevents the expression of genes required for the uptake and assimilation of nitrate or nitrite (Caddick *et al*., 1994; Marzluf, 1997; Berger *et al*., 2008). Phenomenologically similar circuits also regulate nitrate assimilation in photosynthetic eukaryotes such as the algae *Chlamydomonas reinhardii* (Fernandez and Galvan, 2008) and plants (Crawford and Arst, 1993). However, because of additional constitutively expressed nitrate transporters, regulation of nitrate reductase (NR) by light and the function of nitrate as a developmental signal, nitrate regulation in plants is more complex (Daniel-Vedele *et al*., 1998; Zhang and Forde, 2000; Glass *et al*., 2002; Wang *et al*., 2003; Miller *et al*., 2007).

In *Aspergillus nidulans,* the transcriptional control of the assimilatory system is carried out by the synergistic action of the nitrate-specific activator NirA (Burger *et al*., 1991; Strauss *et al*., 1998) and the nitrogen status-sensing regulator AreA (Kudla *et al*., 1990). Nitrate and nitrite uptake is carried out via specific permeases (Brownlee and Arst, 1983; Unkles *et al*., 1991; 2001; Wang *et al*., 2008) and subsequently, intracellular nitrate mediates accumulation of NirA in the nucleus. We have previously shown that nitrate functions to disrupt the interaction between the NirA nuclear export signal and the KapK–NplA nuclear export complex (Bernreiter *et al*., 2007). However, nuclear accumulation is required, but not sufficient for NirA activity but the exact mechanism by which nitrate acts to transform NirA into an active transcription factor has not been elucidated so far. Interestingly, in the simultaneous presence of external nitrate and ammonium NirA remains nuclear, but does not efficiently bind DNA. *In vivo* DNA binding of NirA requires, in addition to nitrate, an active, DNA-bound form of AreA (Narendja *et al*., 2002). The two transcription factors physically interact (Muro-Pastor *et al*., 2004; Berger *et al*., 2008) recruit chromatin remodelling complexes (Muro-Pastor *et al*., 1999; Berger *et al*., 2008) and act synergistically to activate transcription. The recruitment of chromatin remodelling complexes to the nitrate locus by AreA can be artificially triggered by extended nitrogen starvation (Berger *et al*., 2008), a condition in which very high levels of AreA accumulate in the nucleus (Todd *et al*., 2005). AreA is not only required for expression of nitrate genes, but positively regulates, in most cases in cooperation with the respective pathway-specific transcription factor, a range of permeases and catabolic enzymes required for the utilization of alternative, metabolically ‘costly’ nitrogen sources such as nucleotides, amino acids or primary and secondary amides (Caddick *et al*., 1994; Scazzocchio, 2000 and references therein). Several positive and negative feedback mechanisms operate to ensure that AreA is only active when available nitrogen is limited. Under nitrogen limitation conditions, AreA abundance and activity increases because of higher *areA* gene transcription (Langdon *et al*., 1995) and mRNA stability (Morozov *et al*., 2000; 2001; 2010; Caddick *et al*., 2006), and a preferential nuclear localization of the protein (Todd *et al*., 2005). Nitrogen sufficiency reduces AreA abundance and the activity of the protein is reduced by interaction with the negative regulatory protein NmrA (Andrianopoulos *et al*., 1998; Wong *et al*., 2007).

At the genomic level, the response to nitrate has been extensively studied in plants. Roughly 10% of the *Arabidopsis thaliana* detectable transcriptome responds to nitrate supply (primary response) and includes upregulation of genes involved in nitrate transport and assimilation. Plant nitrate assimilation is strongly influenced by light and the circadian rhythm, and responds to the carbon status, as well as hormonal and developmental signals (reviewed in Krouk *et al*., 2010). Because of this complexity, the nitrate response has been found to be highly context-dependent (genotypes, slight differences in experimental design) as only about 300 genes were identified in a meta-analysis of transcriptome datasets from different laboratories to be consistently nitrate-regulated (Gutierrez *et al*., 2007). It has been hypothesized that the high variability between different datasets might reflect a complex gene network providing the necessary nutritional adaptability of sessile organisms to fluctuating environmental conditions. Despite the enormous progress made in understanding the interface between nitrogen and other regulatory sub-networks using Systems Biology approaches, little is still known on transcriptional regulators of plant nitrate assimilation genes. Several regulatory proteins have been identified as responding to NO_3_^-^, such as the MADS-box NAR1 protein controlling lateral root development (Zhang and Forde, 2000), several protein kinases regulating the uptake system (Ho *et al*., 2009; Hu *et al*., 2009), and NLP7, a nuclear protein with putative regulatory functions in nitrate signalling and the starvation response (Castaings *et al*., 2009). NLP7 is similar to the *C. reinhardii* NIT2 regulator, which was shown to be the pathway-specific activator for nitrate assimilation genes in this unicellular algae (Camargo *et al*., 2007). Initial protein–DNA interaction studies in the tobacco NR gene promoter showed a nitrate-inducible protection of GATA sites (Rastogi *et al*., 1997) reminiscent of AreA binding in *Aspergillus* nitrate-inducible genes (Muro-Pastor *et al*., 1999; Berger *et al*., 2008). Unfortunately, the involvement of putative plant GATA factors in nitrogen regulation was not substantiated by further studies leaving the nature of plant nitrate assimilation regulators still uncertain.

The work presented here shows that the fungal nitrate response reprograms about 1% of the *A. nidulans* transcriptome including genes for nitrate transport and metabolism. Several novel genes coding for putative regulators of the nitrate response were uncovered and we also found an inducible nitric oxide-detoxifying flavohaemoglobin (FhbA) as target of the pathway-specific regulator NirA. Characterization of *fhb* genes provided evidence for an important physiological role of the enzymes under a variety of environmental conditions. Results using membrane-permeable NO donors suggest that signalling for NirA activation only indirectly depends on the nitrate transporters NrtA/CrnA and NrtB/CrnB.

## Results

### Experimental set-up and physiological responses to nitrate induction and N-starvation

Our interest was to identify *A. nidulans* genes that showed a short-term response to the presence of nitrate in the growth medium (induced conditions), as compared with growth conditions in which ammonium was supplied to the cultures (repressed conditions). In order to limit indirect effects from downstream metabolites of nitrate assimilation, i.e. the formation of repressing nitrogen metabolites during continuous nitrate assimilation, we first performed a time series of nitrate induction. In these cultures we monitored the expression of marker genes, which are known to sensitively respond to the intracellular nitrogen status (Fig. 1A) and free amino acid pools (Fig. 1B and Table S1). Maximum *niiA* mRNA levels were reached after 40 and 50 min of induction, indicating maximum synergistic NirA–AreA activity. Maximum *niiA* levels coincided with a minimum of intracellular glutamine concentration. *areA* and *gdhA* levels responded roughly 20 min earlier and reached maximum transcript levels after 30 min. Up until 50 min of nitrate induction intracellular Gln levels continued to decline despite fully induced NR enzyme levels (Fig. S1). This indicates that the low Gln levels found at this time point are the result of increasing metabolic activity, which creates a higher demand for amino acids. In agreement with our previous results (Berger *et al*., 2008) Gln, but not Glu, appears to serve as intracellular amino acid storage and signalling pool (Fig. S2). Continuous NO_3_^-^ assimilation (starting from 50 min onwards) produced more Gln than was utilized by metabolic activities and this led to a replenishment of the free Gln pool (Fig. 1B). Consequently, higher Gln levels led to partial AreA inactivation and thus to reduced transcriptional activity of the NirA–AreA activator complex and to a drop in amounts of *niiA* mRNA (Fig. 1A). Interestingly, *areA* and *gdhA* mRNA levels were continuously decreasing between 30 and 60 min of nitrate induction although the lowest levels of Gln were found at 50 min. This indicates that transcription and/or mRNA stability of *areA* and *gdhA* responds to additional metabolic signals related to the intracellular nitrogen or carbon status. The exact nature of such signals remains to be identified.

**Fig. 1:**
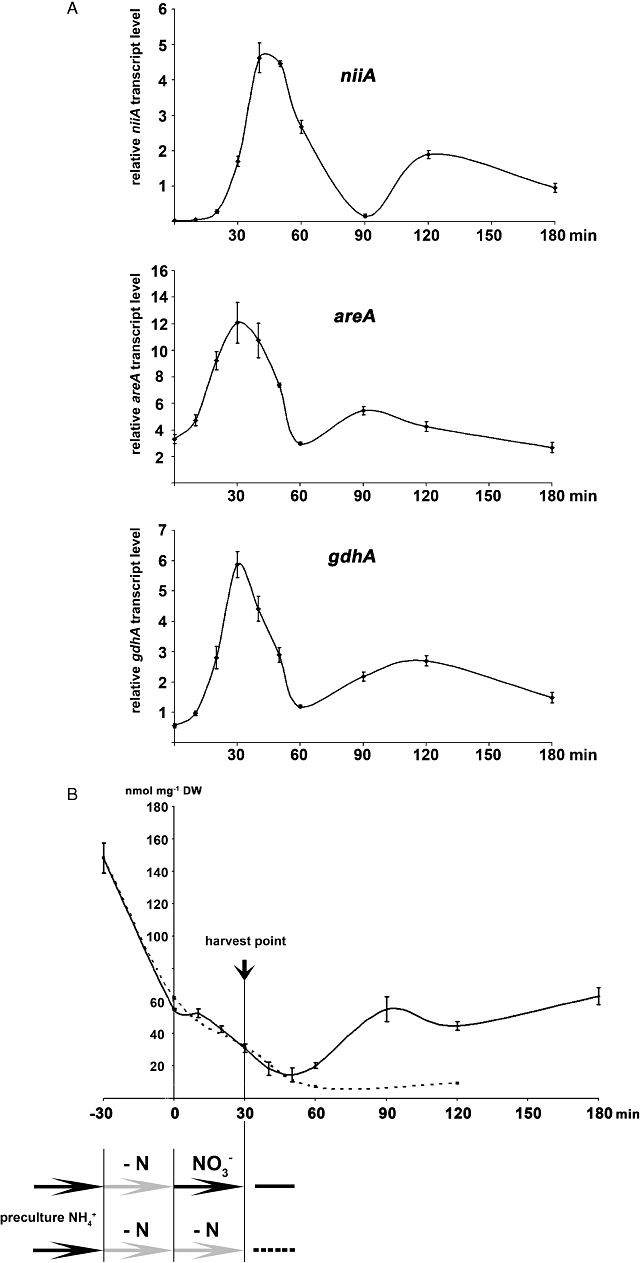
A. Transcriptional profile of marker genes *niiA* (nitrite reductase), *areA* (GATA TF) and *gdhA* (NADPH-glutamate dehydrogenase) during the nitrate induction process in the wild-type strain. mRNA levels were determined by RT-qPCR (see *Experimental procedures*). The normalized levels of specific transcripts are shown relative to *acnA* (actin) over a time period of 180 min. Aliquots were taken from the cultures at the induction starting point (0 min) and then after 10, 20, 30 40, 50, 60, 90, 120 and 180 min following induction by 10 mM NaNO_3_. Standard deviations are calculated from three independent biological replicates.B. Schematic representation of experimental design and measurements of intracellular free amino acid levels. Cultures were grown in glucose minimal medium (GMM) in the presence of 10 mM NH_4_^+^ as the sole N-source for 14 h (preculture NH_4_), harvested, washed, resuspended in GMM lacking any nitrogen source and incubated under these conditions for 30 min (−N). Wild-type and *nirA*^-^ cells subsequently received 10 mM NaNO_3_ (NO_3_), whereas starved wild-type cells were further incubated without nitrogen addition (−N). Incubation proceeded for another 30 min until they were harvested for the microarray experiment (harvest point). For qPCR analysis and amino acid level determination cells were further incubated until 180 min. The graph shows intracellular free glutamine (Gln) levels measured immediately before the starvation period (−30), at the end of the starvation period (0) and then subsequently after 10, 20, 30, 40, 50, 60, 90, 120 and 180 min of NO_3_^-^ induction (full lines) or after 30, 60, 90 and 150 min of continuous starvation (dotted lines) in wild-type cells. Values on the *y*-axis represent nmoles free Gln mg^−1^ dry weight (DW), standard deviations are from three independent experiments.

### Growth conditions for transcriptome analysis

As a consequence of the time series experiments, we performed our transcriptome analysis with RNA derived from 30 min induced cultures because the low free Gln pool would prevent negative interference of assimilation products with the induction process. 

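Wild-type cells were pre-grown for 16 h, kept for 30 min without nitrogen and then for 30 min with 10 mM nitrate, and compared with cells held on 10 mM ammonium. Each of 7 independent biological experiments was read on 1 array, with the RNA of nitrate-induced cells in Cy5 on 4 arrays and in Cy3 on 3. The array carries 2 spots per oligonucleotide, and 10544 oligonucleotides name 1 gene. The authors deposited the raw median intensity and local background of every spot in both channels, and a table with 1 log2 ratio per oligonucleotide and experiment made with limma. The scans of these 7 arrays were dim. Their median spot intensity was 84.5 to 118 over both channels, and 61.5 to 88.7% of spots stood well above background in at least 1 channel. The scanning software marked 30.7 to 41.8% of spots as non-uniform or as outliers, among them 78.6 to 86.2% of the brightest 10%. From the raw intensities, log2 ratios of nitrate to ammonium were fitted with limma after background correction (normexp with an offset of 50), loess within arrays and Aquantile between arrays, with the pair of spots of an oligonucleotide as correlated measurements. With the marked spots left out, 9892 oligonucleotides had a test, and bright genes such as *niaD*, *crnA* and *gdhA* had no value left. A fit with every spot, set in advance as a second setting, tested 11480. Arrays with opposite dyes ran against each other, at a median correlation of -0.43 across genes, and with 4 arrays in one orientation and 3 in the other the swap balances this only in part. The fit a value comes from is named with it, and the number of arrays limits the precision of both. The offset pulls ratios of spots near background towards 0, so a ratio near 0 of a dim gene leaves open whether it responded.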

The 30 min induced cultures were compared with fully repressed cultures (e1 = WT^NH^_4__vs_WT^NO^_3_^-^), i.e. cells that were transferred after pre-growth on ammonium again to ammonium-containing medium without an interim starvation period. In order to test which of the nitrate-regulated genes are dependent on the pathway-specific activator NirA, we performed an identical set of induction experiments with a *nirA*637 loss-of-function strain (e3 = *nirA*637^NH^_4__vs_*nirA*637^NO^_3_^-^). It is important to note that nitrate uptake is only slightly impaired in *nirA*^-^ strains (Brownlee and Arst, 1983). This experiment allowed us to differentiate between nitrate-regulated genes that are a direct target of NirA and genes, which respond to nitrate induction independently of the transcription factor.

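The *nirA637* strain was grown and induced in the same way in 4 independent biological experiments, each read on 1 array, with nitrate-induced RNA in Cy5 on 2 arrays and in Cy3 on 2. The median spot intensity was 626.75 to 2391.75, 100% of spots stood well above background in at least 1 channel, and 2.61 to 3.81% were marked by the scanning software. With these left out, 11479 oligonucleotides were tested by the same steps. The wild-type arrays on nitrate were read with software version A.7.1.1 and those of *nirA637* with version 9.1.3.1, on different days, so that the strain cannot be separated from the scan. The difference between the strains was tested in 1 fit over all 15 arrays. Each ratio compares 2 conditions within the strain, so the level of *nirA* (AN0098), whose log2 ratio was 0.09 in the mutant, checks no label.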

Physiologically, nitrate induction in a *nirA* loss-of-function strain is equivalent to strong nitrogen limitation, because the NR activities found during the induction period in the wild-type strain were reduced to very low levels in the *nirA*637 mutant (Fig. S1). Therefore, we also performed transcriptome analysis of wild-type cells subjected to continuous nitrogen starvation by incubation on nitrogen-free medium (−N conditions) for 60 min and compared this transcriptome with cells continuously grown on ammonium (e2 = WT^NH^_4_^+^_vs_WT^−N^). 

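Wild-type cells kept for 60 min without nitrogen were compared with ammonium-grown cells in 4 independent biological experiments, each read on 1 array, with RNA of starved cells in Cy5 on 2 arrays and in Cy3 on 2. The median spot intensity was 397 to 3658.5, and 2.39 to 5.58% of spots were marked by the scanning software and left out. In at least 1 channel 0.427 to 32.7% of spots lay at or below background, against 26 to 51.5% for wild type on nitrate. Ratios of starved to ammonium-grown cells were fitted as for the other experiments, over 11480 oligonucleotides. The arrays varied among each other more than their duplicate spots did: between arrays with the same dye the ratios correlated at 0.08 and 0.29 across genes, which are not independent replicates.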

We reasoned that these conditions would enable us to differentiate between genes responding to nitrogen limitation and genes responding to nitrate in the absence of the transcription factor.

### Overview of differentially expressed genes

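In the wild type on nitrate, 32 genes were higher and 18 lower at an adjusted p under 0.05 from limma with the marked spots left out, and 204 were higher and 108 lower with every spot in the fit. Counts of called genes are of oligonucleotides tested, and can include those that name no single gene. In *nirA637* on nitrate 4 genes were higher and none lower, against 372 higher and 122 lower at an unadjusted p under 0.05. In the starved wild type no gene passed, against 291 higher and 348 lower at an unadjusted p under 0.05. By chance alone, a share of 0.05 of the 11479 and 11480 oligonucleotides tested would pass the unadjusted threshold. These unadjusted counts by themselves do not show how many genes responded. With the marked spots left out, a dye term in the fit moved the adjusted counts to 105 higher and 82 lower in the wild type on nitrate. In *nirA637* it moved them to 93 and 4, and under starvation to 3 and 0, where 1 fit over all 15 arrays gave 12 and 20. At a 4-fold change and an unadjusted p up to 0.05, 9 genes remained over the 3 experiments with the marked spots left out, and 12 with every spot. When the local background was subtracted from every spot without further correction, which gives no ratio to a spot at or below its background, 170 genes met these thresholds. The log2 ratios from these last steps, once sorted, differed from the authors' sorted deposited ratios by at most 5e-10 in all 3 experiments. Their p-values for wild type on nitrate did not match those of the paper, at a median of 0.775 times the paper's over 71 genes of Table S3 and 0.78 times over 43 of Table S5. The deposited table does not name its genes, so the match to it could not be made gene by gene. The paper's printed tables do name them. There these steps, chosen after the data were seen, came within 0.005 of the printed log2 ratio for all genes with a value. These were 71 genes of Table S3, 12 of Table S4 in both experiments, 43 of Table S5 and 6 of Table S6. The limma p-values of Tables S4 and S6 were matched within 5%.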

Analysis of the microarray data revealed a total of 135 differentially expressed genes (DEGs) for all three experimental set-ups when thresholds of fourfold change (log_2_ ≥ 2) and a *t*-test value of *P* ≤ 0.05 were applied (see *Experimental procedures* for details). Eighty-four genes responded to nitrate induction or nitrogen starvation by upregulation whereas 51 genes showed lower expression under these conditions. 

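When every spot was in the fit, 12 genes were at least 4-fold higher in 1 or more of the experiments and none was 4-fold lower. The 10 such genes of the wild type on nitrate belonged to nitrate uptake and reduction (*niiA* and *crnB*), to ammonium assimilation (*gdhA*, *gltA* and *glnA*), to urea uptake (*dur3*), or were *fhbA*, the vacuolar protease gene AN5558, the hydrophobin-like gene AN7539 and AN11489, described as a hypothetical protein. The largest ratios were those of *niiA* (AN1007), with a log2 ratio of 4.66 (standard error 0.35, adjusted p = 3.14e-07), and *gdhA* (AN4376), with 4.13 (standard error 0.18, adjusted p = 6.34e-11), both higher on 7 of 7 arrays. Genes that fell on nitrate fell by less. The lowest of those called was AN10223, at -1.02 (standard error 0.19, adjusted p = 0.00335). Among the next were the DAHP synthase-like gene AN0354, at -0.99 (standard error 0.10, adjusted p = 1.59e-05), and the 6-phosphofructokinase gene AN3223, at -0.93 (standard error 0.14, adjusted p = 8.19e-04). All p-values are from limma.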

The Venn diagram in Fig. 2 shows a synopsis of DEGs from all experiments. Among the genes upregulated by at least fourfold 76 genes responded to NO_3_^-^ (72 in WT and four in *nirA*^-^) whereas four genes were also upregulated by N-limitation (one in WT^−N^ and three in *nirA*^−NO^_3_^-^). 

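Of the 71 genes of Table S3, 22 were higher on nitrate at an adjusted p under 0.05 with every spot in the fit (22 also when adjusted over the list alone), none was lower, and the median log2 ratio of the 71 was 0.04. Of the 61 with a value when marked spots were left out, 6 were higher. The table was drawn from these arrays, so the count is not independent evidence. The genes fell into 2 kinds by the number of arrays that gave a ratio after plain background subtraction. The 24 genes with a ratio on 50% or more of the arrays had a median log2 ratio of 1.44, and all 22 called genes were among them. The other 47 had a ratio on fewer arrays, 29 of them on 1 spot of 14, and with every spot in the fit their median was -0.02, their quartiles -0.05 and 0.03, and none was called by limma. The offset pulls ratios of spots near background towards 0, so these values leave open whether such a gene responded. Between the wild type and *nirA637* on nitrate, 5 called genes were shared with every spot in the fit (*gdhA*, *meaA*, *gltA*, *dur3* and AN4603), where 0.107 would be shared by independent lists, and 53 with a dye term as well, a setting chosen after the data were seen, where 4.36 would be. With marked spots left out none was shared, but *gdhA* and *meaA*, 2 of the 4 genes called in the mutant, have no wild-type value there.

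**Figure D1:**
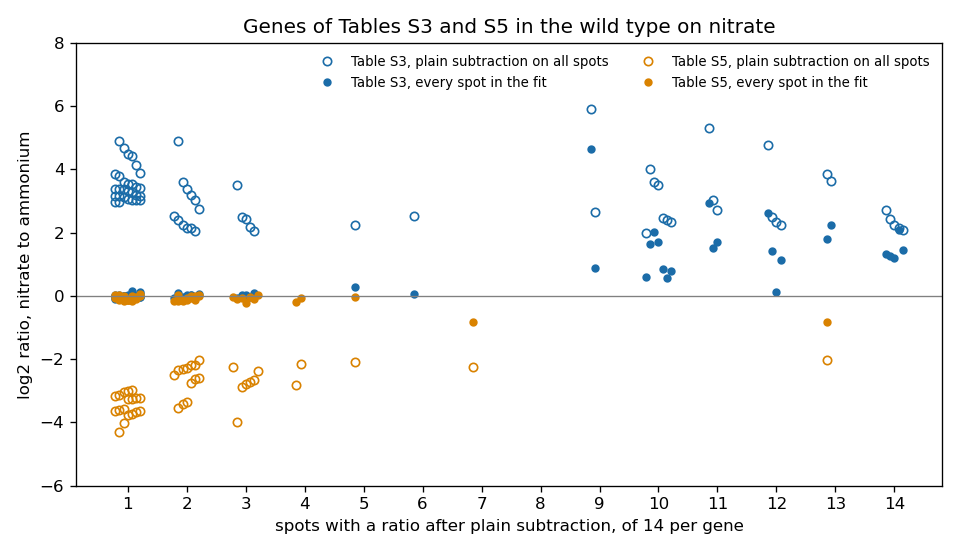
Log2 ratio of nitrate to ammonium in the wild type for the genes of Table S3 (blue) and Table S5 (orange), against the number of spots that keep a ratio after plain background subtraction, out of 14. Open circles are from plain subtraction on all spots and filled circles from the fit with every spot after normexp correction, where genes resting on 1 to 4 spots lie close to 0.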

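In the starved wild type, the peptide transporter gene AN8903 and the dipeptidyl-peptidase gene AN2572 had log2 ratios of 0.96 (standard error 0.52, adjusted p = 0.931) and 1.01 (standard error 0.40, adjusted p = 0.811) over 4 arrays, with the p-values from limma. The first rests on 1 array at 3.63, the other 3 lying between -0.18 and 0.21. In *nirA637* on nitrate, *prnD* (AN1731), for proline dehydrogenase, was higher on 4 of 4 arrays at a log2 ratio of 2.24 (standard error 0.39, adjusted p = 0.147), and the adjusted p was 0.0096 with a dye term in the fit.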

An additional four genes positively responded to N-limitation in the wild type and three genes showed upregulation only in NO_3_^-^-induced cultures in *nirA*^-^ strains. Also surprising is the comparatively low number of genes responding by at least fourfold upregulation to the limited time of nitrogen starvation (60 min total) applied in this experiment. The regulatory response during N-starvation (compare Tables S3 and S4) seemed to be less strong (5- to 10-fold upregulation), compared with the nitrate induction response (up to 60-fold upregulation). It should be noted, however, that our experimental conditions most probably do not represent full nitrogen starvation. 

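In starved cells *gdhA* had a log2 ratio of 2.70 (standard error 0.49, adjusted p = 0.721) and *glnA* of 2.03 (standard error 0.46, adjusted p = 0.761), each above 0 on 4 of 4 arrays. With every spot in the fit, the difference of nitrate minus starvation was 1.44 (adjusted p = 0.185) for *gdhA*, 0.51 (adjusted p = 0.895) for *glnA*, -0.14 (adjusted p = 0.979) for *dur3* and -0.28 (adjusted p = 0.948) for *meaA*. Every spot and a dye term, chosen together after the data were seen, brought the adjusted p of *gdhA* and *glnA* under starvation to 1.84e-05 and 0.00677, and that of the difference of *gdhA* to 8.63e-05. In the 15-array fit, 8 genes were higher on nitrate than under starvation and 6 lower at an adjusted p under 0.05 from limma with marked spots left out, and 32 and 16 with every spot. Nitrate assimilation genes differed as a list by a median log2 of 1.63 (camera, adjusted p = 2.42e-20) and the ammonium and glutamate genes by 0.51 (adjusted p = 0.00896). Both list tests used a preset correlation of 0.01 between genes only. Co-regulated genes can exceed it, so these p-values can be far too small. Leaving out starvation array 3 raised the count of genes higher on nitrate to 44 with marked spots left out. No gene passed in the starvation experiment alone. In simulated data with this number of arrays, the same steps recovered 91% of log2 changes of 1 and 96% of changes of 2. Noise was simulated independently for each gene and without a dye effect, so these shares can overstate what the real arrays detect. On the real arrays *gdhA* and *glnA*, at 2.70 and 2.03, did not pass.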

A much more pronounced change in global gene transcription could be expected in this case, similar to what has been observed in other fungi (Matsuo *et al*., 2007; Schonig *et al*., 2008; Staschke *et al*., 2010).

**Fig. 2:**
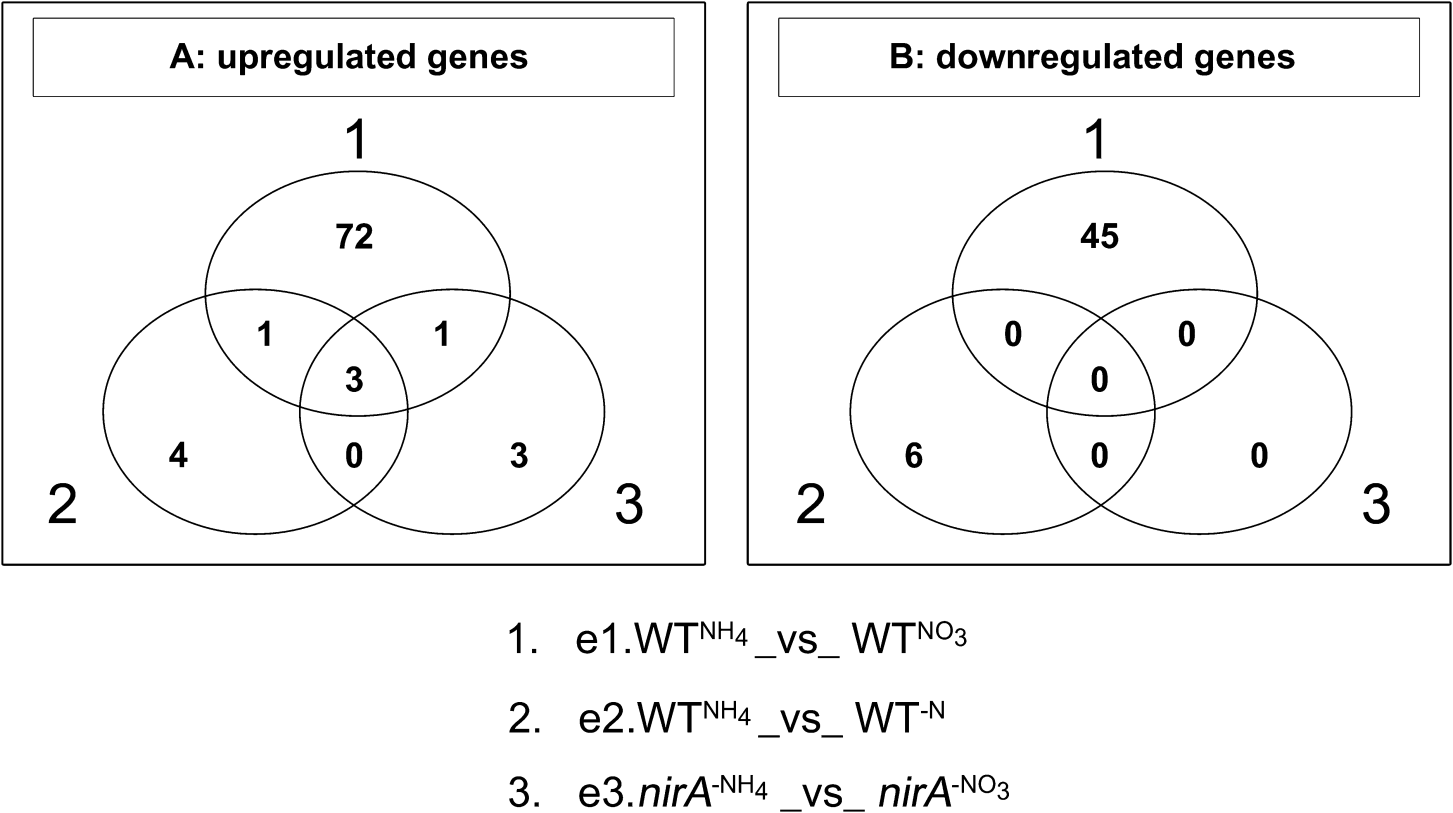
Differentially expressed genes in the nitrate and starvation response. The Venn diagram shows genes at least fourfold (log_2_ ≥ 2) upregulated (A) or downregulated (B) in response to different treatments. Numbers in the circles represent numbers of responding genes and numbers in overlapping sections represent genes that are commonly regulated by two or three conditions and/or in different strains. Circle 1 represents genes differentially regulated by NO_3_^-^ induction in the wild type (experiment e1. WT^NH4^_vs_WT^NO3^), circle 2 represents genes regulated by nitrogen depletion in wild-type cells (experiment e2. WT^NH4^_vs_WT^−N^), whereas circle 3 represents genes of NO_3_^-^-treated *nirA*^-^ cells that can not metabolize this nitrogen source (experiment e3. *nirA*^−NH4^_vs_*nirA*^−NO3^).

A considerably high number of genes (45 DEGs) were downregulated in response to NO_3_^-^ induction in the wild type. This negative response depended on NirA function and/or the nitrate assimilation process because no downregulated gene was detected in *nirA*637 under NO_3_^-^ conditions. 

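In wild-type cells on nitrate with every spot in the fit, the monosaccharide transporter-like gene AN5860 was lower on 7 of 7 arrays at a log2 ratio of -0.81 (adjusted p = 0.0863), and at -0.90 (standard error 0.07, adjusted p = 1.44e-05) with the marked spots left out. Of 25 genes for cytosolic ribosomal proteins listed before the data were examined, 3 were lower and none higher (6 lower when adjusted over the list alone), with a list median of -0.19 (camera, adjusted p = 1.42e-07, and 0.0041 with an estimated correlation). In the fit planned for lists, without the marked spots, 7 of the 25 had a value, none was called (1 lower when adjusted over the list alone) and the median was -0.01 (camera, adjusted p = 0.27). With every spot in the fit, the ribosomal protein gene with the smallest p, AN2734, had a log2 ratio of -0.49 (standard error 0.07, adjusted p = 1.81e-04). Of 7 chaperone genes 1 was lower, AN6010 at -0.34 (standard error 0.08, adjusted p = 0.0242) (3 lower when adjusted over the list alone), and none of the 4 with a value without the marked spots (none when adjusted over the list alone). All these genes come from limma, and none of the 18 genes called lower with the marked spots left out is in Table S5. Of 3 control genes 1 was lower, *gpdA* (AN8041) at -0.51 (standard error 0.08, adjusted p = 5.55e-04) (1 higher and 1 lower when adjusted over the list alone), with a list median of -0.06.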

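No gene at all was lower in *nirA637* at an adjusted p under 0.05 from limma, where 122 genes had an unadjusted p under 0.05, so that no shared decrease could be counted. With every spot and a dye term, a setting chosen after the data were seen, 6 genes were lower there and 1, AN1952, was also lower in the wild type, where 0.222 would be shared by chance. The 108 genes called with every spot had a median log2 ratio of -0.43 in the wild type and -0.01 in the mutant, and 58 of them were below 0 there. The difference between the strains itself passed for 2 of them, AN3925 and AN8943 (73 when adjusted over the list alone). The list was picked in 1 of the strains compared, which widens the difference, and the strains were scanned apart. From the absence of decreases in the mutant, the paper concludes that the response needs NirA function or nitrate assimilation.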

N-limited cells (WT-N) did not respond strongly by downregulation: only six genes were repressed by at least fourfold, but as in this case, like in upregulated DEGs, the limited time of N-deprivation might have restricted the response.

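In the starved wild type AN5860, which resembles a monosaccharide transporter gene, was lower on 4 of 4 arrays, at a log2 ratio of -0.96 (standard error 0.14, adjusted p = 0.376). With every spot and a dye term, a setting chosen after the data were seen, AN5860 was called lower here and on nitrate. The quinate transporter-like gene AN5734 was at -0.55 (standard error 0.22, adjusted p = 0.817) and the helicase gene AN0944 at -0.56 (standard error 0.21, adjusted p = 0.772). No gene was 4-fold lower. These p-values are limma's.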

### The function of NirA in the induction process

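Taking every spot into the fit, 204 genes were higher on nitrate in the wild type and 177 of them had a ratio above 0 in *nirA637* as well, at a median of 0.18 against 0.55 in the wild type. The difference between strains passed at an adjusted p under 0.05 from limma for 16 of the 204 in favour of the wild type (68 when adjusted over the list alone) and for 1, *meaA*, in favour of the mutant. The 204 were picked in 1 of the strains compared, which widens the difference. Among the 16 were nitrate genes. The difference was 3.16 (standard error 0.56, adjusted p = 0.00282) for *niiA*, 2.74 (standard error 0.35, adjusted p = 2.12e-05) for *crnB*, 1.78 (standard error 0.28, adjusted p = 7.10e-04) for *niaD* and 1.64 (standard error 0.29, adjusted p = 0.00282) for *crnA*, and that of *fhbA* (AN7169) was 2.08 (standard error 0.26, adjusted p = 2.12e-05). The hydrophobin-like gene AN7539 differed by 2.27 (standard error 0.36, adjusted p = 7.10e-04), the protease gene AN5558 by 1.88 (standard error 0.30, adjusted p = 8.79e-04), *leu2B* by 1.51 (standard error 0.27, adjusted p = 0.00282) and AN2978, which the paper does not discuss, by 1.34 (standard error 0.16, adjusted p = 2.12e-05).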

A vast majority (72 genes) of the total 80 genes positively responding to NO_3_^-^ induction in e1 (WT) and e3 (*nirA*^-^) required the function of NirA. The central importance of NirA in the induction process is evident from the Venn diagram (Fig. 2) and functional assignments (Table 1 and Table S2), which shows that only seven genes responded to NO_3_^-^ in the *nirA*^-^ mutant and three of these genes overlapped with the group of starvation-induced genes, making 95% of DEGs NirA-dependent for NO_3_^-^ induction. 

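Of the 71 genes of Table S3, 12 differed between the strains in favour of the wild type with every spot in the fit (17 when adjusted over the list alone) and none in favour of the mutant, with a median difference of 0.12. These 12 hold 4 of the 5 genes of nitrate uptake and reduction, *fhbA*, AN5558, AN7539, *leu2B*, AN8445, AN0627, AN11046 and AN11489. As a list, the nitrate assimilation genes were higher in the wild type by a median of 1.78 (camera, adjusted p = 3.73e-45), the leucine genes by 1.02 (adjusted p = 6.68e-07) and the morphology genes by 1.10 (adjusted p = 2.64e-09). The paper picked these genes as higher on the same wild-type arrays, which widens the differences. The paper reasons from the small number of genes responding in the mutant that nearly all induction by nitrate depends on NirA.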

NirA requirement could be either direct, i.e. promoters carry functional 5′CTCCGHGG consensus target binding sites for NirA, or indirect, i.e. the upregulation response depends on nitrate or its metabolism. Bioinformatic analysis of 1 kb upstream regions of the 72 open reading frames revealed 16 promoters, which carry either confirmed or putative NirA binding sites (Table S3). Thus, for 51 NO_3_^-^- and NirA-dependent genes upregulation was indirect, most probably depending on the active nitrate assimilation process in which the transcriptionally active NirA–AreA complex would trigger secondary transcriptional activation events. In contrast, only seven genes positively responded to nitrate in a *nirA*637 loss-of-function mutant. Three of those genes are identical to genes responding to nitrogen starvation and thus are genes not requiring NO_3_^-^ for upregulation. 

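Of the 16 genes that Table S3 marks with a NirA site, 8 were higher on nitrate with every spot in the fit (8 when adjusted over the list alone) and 6 differed between the strains (7 when adjusted over the list alone), with a median log2 ratio of 0.65. The 8 were *niiA*, *niaD*, *crnA*, *crnB*, *nitA*, *fhbA*, AN0627 and the protein kinase gene AN3181. Of the 55 genes without a site in the table, 14 were higher (14 when adjusted over the list alone) and 6 differed between the strains (10 when adjusted over the list alone), with a median of 0.02. AN0628, 1 of these 14, and AN2834 have no site in the table, though the paper's text names sites for both. The calls are limma's at an adjusted p under 0.05, and the sites are the paper's, since no genome was at hand to search them again.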

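In *nirA637* on nitrate, the genes past an adjusted p of 0.05 from limma were *gdhA*, at a log2 ratio of 4.85 (standard error 0.20, adjusted p = 3.41e-05), *meaA* (AN7463), at 4.47 (standard error 0.42, adjusted p = 0.00653), AN4603, at 1.01 (standard error 0.12, adjusted p = 0.0378), and AN10767, at 0.70 (standard error 0.08, adjusted p = 0.0368), each higher on 4 of 4 arrays. Of these 4, 1 to 2 stayed past the test when 1 array was left out, *gdhA* each time and *meaA* without array 2 or 4. With every spot in the fit *gltA* and *dur3* joined them. The last pair of the 4 is not in the paper's tables.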

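In *nirA637* *dur3* (AN0418) had a log2 ratio of 2.79 (standard error 0.37, adjusted p = 0.0573), and of 2.79 (standard error 0.37, adjusted p = 0.0485) with every spot in the fit, both from limma. At a 4-fold change and an unadjusted p up to 0.05, *gdhA*, *meaA* and *dur3* were shared between starved wild type and nitrate-treated mutant, where 0.00174 genes would be shared by chance. The 5 ammonium and glutamate genes passed as a list in the mutant by camera with the preset correlation (adjusted p = 1.04e-54) but not otherwise (adjusted p = 0.321 with an estimated correlation), and 2 of them were higher singly (5 when adjusted over the list alone). The median difference of the list from the starved wild type was 1.80 (camera with the preset correlation only, adjusted p = 8.34e-06). In limma, single genes ran from -0.04 (adjusted p = 0.994) for *glnA* and 0.07 (adjusted p = 0.993) for *dur3* to 2.46 (adjusted p = 0.991) for *meaA*. The difference of *meaA* passed (adjusted p = 0.00446) with every spot and a dye term, a setting chosen after the data were seen.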

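The gene *gltA* (AN5134), which Table S4 lists as a glutamate dehydrogenase gene, was higher on nitrate in both strains. Its log2 ratio was 2.92 (standard error 0.15, adjusted p = 1.15e-04) in the wild type and 2.90 (standard error 0.36, adjusted p = 0.0783) in *nirA637*, where the p became 0.0113 with every spot in the fit. In the starved wild type it was 1.11 (standard error 0.46, adjusted p = 0.882), higher on 3 of 4 arrays, so the starvation arrays leave open whether it responded. All 3 tests are limma's.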

Only one gene was commonly upregulated by NO_3_^-^ (but not under −N conditions) in the *nirA*^+^ and *nirA*^-^ strain and therefore should be classified as a gene directly responding to the presence of NO_3_^-^ in the cell. 

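The 5 proline utilization genes had a median log2 ratio of 1.41 in *nirA637* on nitrate, and of 0.84 with every spot in the fit. The proline dehydrogenase gene *prnD* had a p of 2.05e-04 before and 0.147 after adjustment over all genes, and the proline permease gene *prnB* (AN1732) had a log2 ratio of 1.50 (standard error 0.16, adjusted p = 0.178) and *prnC* (AN1733) of 1.41 (standard error 0.23, adjusted p = 0.104), all from limma. Of the 5 genes of the cluster none passed over all genes (3 when adjusted over the list alone), against 372 genes higher at an unadjusted p under 0.05, and the list passed by camera with the preset correlation (adjusted p = 1.71e-13) but not with an estimated one (adjusted p = 0.321 with an estimated correlation). With a dye term the adjusted p was 0.0096 for *prnD*, 0.0237 for *prnB* and 0.0167 for *prnC*, and 2 of the 5 passed with every spot and a dye term (3 when adjusted over the list alone). The log2 ratio of *prnB* with every spot was 0.84. Against the wild type on nitrate, *prnD* differed by -2.15 (standard error 0.33, adjusted p = 7.75e-04). The glucuronyl hydrolase-like gene AN3991 had a log2 ratio of 0.11 (standard error 0.09, adjusted p = 0.962) and AN7183 of 0.04 (standard error 0.07, adjusted p = 0.968). After plain subtraction a ratio was left for 2 spots of AN3991 and for 1 spot of AN7183. The paper proposes a negative role for NirA or nitrate metabolism in the activation of these genes.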

Interestingly, three genes were upregulated by NO_3_^-^ only when NirA is not functional suggesting a negative role for NirA and/or NO_3_^-^ metabolism in the transcriptional activation process of these genes. Because none of the three genes carries predicted NirA binding targets in their 1 kb upstream region, the negative function of NirA is most likely indirect.

**Table 1:** Summary of DEGs in different functional categories.

Main categories^a^	NO_3_-induced WT	NO_3_-repressed WT	−N-induced WT, *nirA*^-^	−N-repress. WT, *nirA*^-^
Total number of genes	72	45	12	6
NO_3_ metabolism, direct NirA targets^b^	16	0	0	0
NirA targets, known functions	6	0	0	0
NirA targets, predicted or unknown function	10	0	0	0
Regulatory role^c^	8	8	2	2
Amino acid metabolism^c^	11	0	8	3
Carbon metabolism^c^	5	5	1	0
Lipid/secondary metabolism^c^	11	6	0	1
Hypothetical proteins, no known function^c^	31	25	1	0

a Genes are grouped according to major metabolic categories, including a subcategory for genes putatively playing a role in nitrate assimilation. Genes can be grouped into more than one subcategory.

b Classification based on gene regulation (only induced in WT) and known or putative NirA binding consensus sites present in the 1 kb upstream region.

c Function in the metabolic pathways could be known or predicted based on similarity to proteins with known function.

### Established and putative functions of genes positively responding to NO_3_^-^

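All 5 genes of nitrate uptake and reduction were higher in the wild type on nitrate at an adjusted p under 0.05 from limma, and 5 when adjusted over the list alone, with every spot in the fit. The log2 ratio was 4.66 for *niiA*, 2.95 (standard error 0.18, adjusted p = 1.17e-08) for *crnB* (AN0399), 1.79 (standard error 0.25, adjusted p = 2.53e-04) for *niaD* (AN1006), 1.64 (standard error 0.23, adjusted p = 2.38e-04) for *crnA* (AN1008) and 1.27 (standard error 0.30, adjusted p = 0.0235) for *nitA* (AN8647). These are folds of 2.41 to 25.3, which the offset pulls down where a channel is near background. In ammonium-grown cells *crnA* was well above background on 2 of 7 arrays, *crnB* on 3, *niaD* on 4, and *niiA* and *nitA* on 6. Plain subtraction on all spots, chosen after the data were seen, gave log2 ratios of 5.9 for *niiA*, 5.31 for *crnB*, 3.85 for *niaD*, 4.02 for *crnA* and 2.44 for *nitA*. Each gene was higher on 7 of 7 arrays. In *nirA637* *niaD* was at 0.01 (standard error 0.09, adjusted p = 0.993), *crnA* at 0.03 (standard error 0.05, adjusted p = 0.968), *crnB* at 0.22 (standard error 0.09, adjusted p = 0.962) and *nitA* at 0.00 (standard error 0.05, adjusted p = 0.997), while *niiA* was at 1.32 (standard error 0.28, adjusted p = 0.343) and higher on 4 of 4 arrays (adjusted p = 0.0144 with a dye term). In starved wild type *niiA* was at 1.27 (standard error 0.36, adjusted p = 0.761). As a list the 5 genes stood above the other genes (camera, adjusted p = 1.73e-47, and 0.0041 with an estimated correlation). With the marked spots left out *niiA* alone of the 5 kept a value, 4.66 (standard error 0.37, adjusted p = 2.81e-06), and 14 of 14 spots, while every spot of the other 4 was marked.

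**Figure D2:**
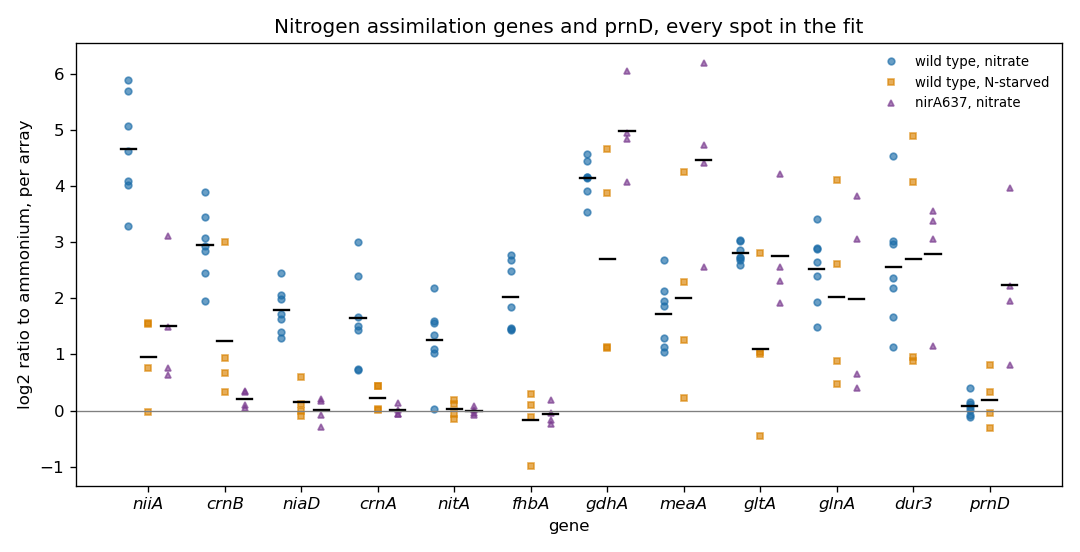
Log2 ratio to ammonium per array with every spot in the fit, for wild type on nitrate (circles, 7 arrays), starved wild type (squares, 4 arrays) and *nirA637* on nitrate (triangles, 4 arrays). Short lines are means. The means of the nitrate genes from *niiA* to *nitA* and of *fhbA* are highest in the wild type on nitrate, with overlapping arrays for *crnB* and *nitA*, and the means of *gdhA* to *dur3* lie above 1 in all 3.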

Among the genes that most strongly responded to nitrate by 15- to 60-fold upregulation are the extensively characterized genes known to be involved in the nitrate assimilation process, such as *niaD* and *niiA*[coding for NR and nitrite reductase (NiR) respectively], the two nitrate transporter genes *crnA/nrtA* and *crnB/nrtB*, and the nitrite transporter gene *nitA*. 

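The flavohaemoglobin gene *fhbA* (AN7169) was higher on nitrate in the wild type on 7 of 7 arrays. Its log2 ratio was 2.02 (standard error 0.17, adjusted p = 1.22e-06) with every spot in the fit and 1.62 (standard error 0.17, adjusted p = 0.00655) with the marked spots left out, where 4 spots on 3 arrays remained. Ammonium-grown cells had *fhbA* well above background on 2 of 7 arrays, so the offset pulls these ratios down. The ratio of *fhbA* stayed near 0 in *nirA637*, at -0.05 (standard error 0.13, adjusted p = 0.975), and under starvation, at -0.06 (standard error 0.15, adjusted p = 0.948). The tests are limma's.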

A gene strongly upregulated (12-fold increase) but so far not known to respond to nitrate induction encodes a putative flavohaemoglobin (AN07169.1). This family of proteins is known to function in nitric oxide (NO) detoxification, converting the short-lived NO radical to nitrate (Gardner *et al*., 1998; Foster *et al*., 2009). The *A. nidulans* genome shows two highly conserved putative flavohaemoglobins and based on the known function of NO in signalling events, we studied these genes in more detail (see below). It is noteworthy that genes with a putative involvement in morphology determination and cytoskeleton function (putative chitin synthethase III, AN4367.3; putative hydrophobin gene AN7539.3; putative fluffy-determinant gene AN9451.3;) were upregulated by NO_3_^-^ induction, although these genes do not carry predicted NirA binding sites in their 5′UTR and thus the response is likely to be a consequence of the nitrate assimilation process. 

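With every spot in the fit, 2 of these 3 genes were higher on nitrate at an adjusted p under 0.05 from limma (2 when adjusted over the list alone). The hydrophobin gene AN7539 had a log2 ratio of 2.61 (standard error 0.28, adjusted p = 1.64e-05) and AN9451 of 1.45 (standard error 0.19, adjusted p = 1.90e-04), each higher on 7 of 7 arrays. The chitin synthase gene AN4367 had a log2 ratio of -0.05 (standard error 0.14, adjusted p = 1) and was higher on 3 of 7, and after plain subtraction 1 of its spots had a ratio. So near background the offset pulls a ratio towards 0, which leaves the response of AN4367 open. Nitrate-induced RNA was in Cy3 on 3 arrays, so a dye effect alone could give its count of 3 of 7. In *nirA637* AN7539 was at 0.34 (standard error 0.09, adjusted p = 0.565). The list was higher in the wild type (camera, adjusted p = 2.59e-12, and 0.0148 with an estimated correlation), but the paper picked it from these arrays. Of 7 conidiation marker genes listed beforehand, none passed (none when adjusted over the list alone), the smallest unadjusted p being 0.205 for *dewA*.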

(Table S3). Several other novel genes that positively responded to nitrate encode proteins with a predicted function in the mobilization of extracellular and internal nitrogen sources. For example, we find genes coding for proteases and genes involved in the metabolism and transport of nitrogen-containing compounds such as amino acids, urea, allantoin and nucleotides (see Table S3). Our experimental set-up also revealed the activation of genes coding for putative signalling and regulatory proteins, such as kinases, GTP-binding proteins, guanylate kinase, helicase and transcriptional activators and repressors. Leucine biosynthesis and acetyl-coenzyme-A metabolism seem to occupy a special position in nitrate assimilation. Hypothetical isopropylmalate dehydrogenase (AN2793) and isomerase (AN5886) as well as dihydroxy-acid dehydratase (AN7358) genes are proposed to be involved in leucine biosynthesis and are upregulated by NO_3_^-^. As they do not contain predicted NirA binding sites within 1 kb of their 5′regions, the induction is indirect through the NO_3_^-^ assimilation process. Acetyl-coA metabolism (putative d-lactate dehydrogenase AN0628; enoyl-coA hydratase AN0180) and connected lipid metabolic genes (putative mitochondrial malic enzyme AN6933; lipase AN2602; esterase AN2834) also appear to be an overrepresented category. As two of these genes contain predicted NirA binding sites in their promoters (AN2834 and AN0628) the induction response might be directly performed by NirA. The connection of NO_3_^-^ and leucine/coenzyme-A metabolism might provide a link to secondary metabolism. It is known that NO_3_^-^ stimulates production of sterigmatocystin and penicillin in *A. nidulans* (Brakhage, 1998; Feng and Leonard, 1998) and acetyl-coA is a crucial precursor for the vast majority of fungal secondary metabolites including antibiotics (Keller *et al*., 2005). The elevated transcription of genes responsible for acetyl-coA, isopropylmalate and l-leucine biosynthesis (pathways connected to the penicillin precursors valine and α-l-aminoadipic acid) would be a logical hypothesis to explain the stronger production of secondary metabolites on nitrate as sole N-source in *A. nidulans*.

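Of 7 genes that Table S3 describes as proteases or as transporters of amino acids or allantoin, 6 were higher in the wild type on nitrate at an adjusted p under 0.05 from limma with every spot in the fit (6 when adjusted over the list alone). The table was picked on these arrays and the group formed after the values were seen, so the count is not independent evidence. The vacuolar protease gene AN5558 had a log2 ratio of 2.25 (standard error 0.20, adjusted p = 1.34e-06), and of 2.21 with the marked spots left out. The amino acid transporter gene AN1659 was at 1.71 (standard error 0.23, adjusted p = 1.90e-04), the GABA permease-like gene AN1061 at 1.14 (standard error 0.14, adjusted p = 6.52e-05), the aminopeptidase gene AN8445 at 0.89 (standard error 0.12, adjusted p = 2.38e-04), the allantoin transporter gene *furA* (AN0660) at 0.79 (standard error 0.21, adjusted p = 0.0472) and AN6118 at 0.57 (standard error 0.12, adjusted p = 0.0115). The amino acid transporter-like gene AN0811 was at 0.28 (standard error 0.22, adjusted p = 1). Among the regulators *areA* (AN8667) was at 1.59 (standard error 0.14, adjusted p = 1.44e-06), its co-activator *tamA* (AN2944) at 0.84 (standard error 0.13, adjusted p = 5.32e-04) and *areB* (AN6221) at 0.84 (standard error 0.11, adjusted p = 2.19e-04), 3 of 6 nitrogen regulators in a list written beforehand, which holds *tamA* of Table S3, drawn from these arrays (4 when adjusted over the list alone; camera with an estimated correlation, adjusted p = 0.0111). Of 6 genes of purine, amide and allantoin use 1 was higher (3 when adjusted over the list alone; adjusted p = 0.0716 with an estimated correlation), and of 5 peptidase genes 1, AN5558 (1 when adjusted over the list alone; adjusted p = 0.137 with an estimated correlation). With the marked spots left out, AN5558 and AN8445 (0.77, limma, adjusted p = 0.00859) still passed. AN1659 (0.82, adjusted p = 0.429), AN1061 (0.695, adjusted p = 0.542), *furA* (0.41) and AN6118 (0.35) did not, on 2 or 3 arrays each. In this fit, the one planned for lists, 4 nitrogen regulators had a value. None was called (none when adjusted over the list alone) and their median was 0.12. In *nirA637* AN5558 was at 0.32 (standard error 0.14, adjusted p = 0.962).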

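Of 8 putative regulatory genes that the paper names, 1 was higher and 1 lower on nitrate at an adjusted p under 0.05 from limma with every spot in the fit (1 and 1 when adjusted over the list alone). The lower one is AN10344, with a predicted nucleotide-binding domain. The protein kinase gene AN3181 had a log2 ratio of 1.43 (standard error 0.20, adjusted p = 2.53e-04), and of 1.41 (standard error 0.23, adjusted p = 0.0268) with the marked spots left out. It was at 1.10 (standard error 0.22, adjusted p = 0.201) in *nirA637*, where every spot and a dye term gave an adjusted p of 0.0076, and at 0.59 (standard error 0.17, adjusted p = 0.761) under starvation. The GTP-binding domain gene AN7222 was at 0.07 (standard error 0.11, adjusted p = 1) and the bZIP factor gene AN5405 at -0.05 (standard error 0.15, adjusted p = 1), each with a ratio on 1 spot after plain subtraction. The transcription factor gene AN7343 was well above background on no array in ammonium-grown cells and on 1 of 7 on nitrate, with a log2 ratio of 0.04 (standard error 0.10, adjusted p = 1), above 0 on 3 of 7 arrays. The guanylate kinase gene AN10188 was not well above background on nitrate on any array, with a log2 ratio of -0.02 (standard error 0.09, adjusted p = 1). Near background the offset pulls ratios towards 0, so the values from AN7222 to AN10188 leave their response open. Nitrate-induced RNA was in Cy3 on 3 arrays, so a dye effect alone could give the count of 3 of 7 for AN7343.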

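The isopropylmalate dehydrogenase gene *leu2B* (AN2793) and the isomerase gene *luA* (AN5886) were higher on nitrate in the wild type on 7 of 7 arrays. Their log2 ratios were 1.53 (standard error 0.21, adjusted p = 2.53e-04) and 1.71 (standard error 0.39, adjusted p = 0.0184) with every spot in the fit, from limma. The dihydroxy-acid dehydratase gene AN7358 was at 0.02 (standard error 0.13, adjusted p = 1), higher on 3 of 7 arrays, and had a ratio on 1 array after plain subtraction. So near background the offset pulls a ratio towards 0, which leaves the response of AN7358 open. Nitrate-induced RNA was in Cy3 on 3 arrays, so a dye effect alone could give its count of 3 of 7. Of these 3 genes 2 passed (2 when adjusted over the list alone), and the list was higher (camera, adjusted p = 1.42e-07, and 0.0332 with an estimated correlation), though the paper picked it from these arrays. In *nirA637* *leu2B* was at 0.02 (standard error 0.05, adjusted p = 0.975) and *luA* at 0.69 (standard error 0.13, adjusted p = 0.19), where a dye term gave an adjusted p of 0.0315. With the marked spots left out, *luA* rests on 1 spot, at 0.40, and *leu2B* has no value.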

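Of these 5 genes the lactate dehydrogenase gene AN0628 was higher on nitrate, on 7 of 7 arrays, at a log2 ratio of 0.60 (standard error 0.13, adjusted p = 0.0101) with every spot in the fit and 0.59 (standard error 0.10, adjusted p = 0.0125) with the marked spots left out, both from limma. The enoyl-coA hydratase gene AN0180 was at -0.09 (standard error 0.25, adjusted p = 1), the malic enzyme gene AN6933 at 0.04 (standard error 0.12, adjusted p = 1), the lipase gene AN2602 at -0.07 (standard error 0.09, adjusted p = 1) and the esterase gene AN2834 at -0.05 (standard error 0.13, adjusted p = 1). Each of these 4 was higher on 3 of 7 arrays. Nitrate-induced RNA was in Cy3 on 3 arrays, so a dye effect alone could give this count. After plain subtraction they had a ratio on 2, 2, 1 and 1 of the arrays. The offset pulls such ratios towards 0, so these values leave open whether the 4 responded. So 1 of 5 passed (1 when adjusted over the list alone), and the list did not stand apart from other genes (camera, adjusted p = 0.383, and 0.207 with the marked spots left out).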

### Genes positively responding to nitrogen limitation

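At a 4-fold change and an unadjusted p up to 0.05, *gdhA*, *dur3*, *glnA* and *meaA* were higher in starved wild type. No gene passed an adjusted p of 0.05 from limma, and 291 were higher at an unadjusted p under 0.05. With a dye term in the fit 3 genes passed, and 8 with the dye term and every spot, among them these 4. Over starved wild type and nitrate-treated *nirA637* together, 6 genes met the 4-fold threshold.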

Under the conditions (1 h nitrogen limitation) and thresholds (at least fourfold upregulation) applied in this study, only 12 genes were significantly upregulated by nitrogen limitation (Table 1 and Table S4). Four of these genes overlapped with the group of nitrate-induced DEGs and thus upregulation was most likely directly related to the intracellular glutamine level, which was basically identical between the nitrate-induced and the N-starved conditions. 

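These 4 genes were higher in the wild type on nitrate at an adjusted p under 0.05 from limma with every spot in the fit. The log2 ratio was 2.52 (standard error 0.21, adjusted p = 8.41e-07) for *glnA* (AN4159), 2.56 (standard error 0.33, adjusted p = 1.16e-04) for *dur3* and 1.73 (standard error 0.25, adjusted p = 4.22e-04) for *meaA*, each higher on 7 of 7 arrays, and for *gdhA* it was 4.13. Across all genes the ratios of the starved wild type correlated with those on nitrate at 0.09 with the marked spots left out and at 0.23 with every spot in the fit (Spearman 0.04 and 0.1), and with those of *nirA637* on nitrate at 0.38 in both (Spearman 0.26), where genes are not independent replicates. Starved wild type and *nirA637* had brighter scans and the same software version, unlike wild type on nitrate. The gap between these correlations cannot be separated from the scan. The paper proposes that the level of intracellular glutamine sets these 4 genes.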

A strong response was obtained for genes involved in ammonium uptake and metabolism: *meaA,* the low-affinity transporter (AN7463), *gdhA*, the NADPH-dependent glutamate dehydrogenase (AN4376) and *glnA*, glutamine synthethase (AN4159). Also the recently confirmed major urea transporter similar to Dur3 (AN0418) (Abreu *et al*., 2010) responded positively to nitrogen limitation. 

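Over the 4 starvation arrays, the log2 ratio of *meaA* was 2.02 (standard error 0.47, adjusted p = 0.761), that of *gdhA* had an adjusted p of 0.721, and that of *glnA* was 2.03 (standard error 0.46, adjusted p = 0.761), each higher on 4 of 4 arrays, with p-values from limma. Their SD between arrays was 1.71, 1.84 and 1.67 (n = 4). With a dye term and every spot in the fit the adjusted p was 0.0361, 1.84e-05 and 0.00677. Of 5 ammonium and glutamate genes none passed over all genes (5 when adjusted over the list alone), and as a list they were higher (camera, adjusted p = 9.83e-10, and 0.623 with an estimated correlation). The paper picked these genes from the same arrays.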

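The log2 ratio of *dur3* was 2.72 (standard error 0.56, adjusted p = 0.761) in starved wild type, from limma, higher on 4 of 4 arrays. With a dye term and every spot in the fit its adjusted p was 3.78e-05.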

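In the wild type on nitrate the peptide transporter gene AN8903 and the dipeptidyl-peptidase gene AN2572 were higher on 7 of 7 arrays, at log2 ratios of 0.95 (standard error 0.15, adjusted p = 0.00114) and 0.75 (standard error 0.13, adjusted p = 0.002) with every spot in the fit, from limma. The zinc-cluster factor gene AN1927 was at -0.02 (standard error 0.12, adjusted p = 1) and AN1404 at -0.09 (standard error 0.10, adjusted p = 1). So 2 of these 4 starvation genes passed on nitrate (2 when adjusted over the list alone), below a 4-fold change. Under starvation AN1404 was at 0.71 (standard error 0.20, adjusted p = 0.761) and AN1927 at 0.26 (standard error 0.14, adjusted p = 0.931), neither past the test, and after plain subtraction AN1404 had a ratio on 2 of 8 spots. In *nirA637* on nitrate AN8903 was at 1.65 (standard error 0.40, adjusted p = 0.393), and its adjusted p was 1.57e-04 with a dye term.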

The remaining four DEGs, which code for a peptide transporter (AN8903), a putative dipeptidyl-peptidase (AN2572), a putative Zn-cluster transcription factor (AN1927) and a conserved hypothetical gene (AN1404) did not overlap with the NO_3_^-^-induced group despite the fact that identical Gln levels were observed between these two conditions. We hypothesize that these four latter genes respond to additional signals, e.g. low metabolic activities. In this context it is interesting to note that concentrations of some free amino acids were significantly higher after 1 h starvation than after 30 min NO_3_^-^ induction. This might be due to re-assuming metabolic activity and demand for amino acids in the NO_3_^-^-induced cells, compared with lower activities in the N-starved cells. Table S1 shows a comparison of amino acid concentrations in the wild type between these two conditions and for Asp, Asn, Arg, Ala and Tyr the values in NO_3_^-^-induced cells were significantly lower than in the metabolically less active cells incubated under N-limitation.

### Genes negatively responding to NO_3_^-^ and N-limitation

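Of the 44 genes in the copy of Table S5, 43 were measured, and with every spot in the fit AN10344 alone was lower at an adjusted p under 0.05 from limma (1 lower when adjusted over the list alone). Its log2 ratio was -0.83 (standard error 0.14, adjusted p = 0.00198), lower on 7 of 7 arrays. The median of the 43 was -0.08. After plain subtraction 41 of them had a ratio on fewer than 50% of the arrays, 18 on 1 spot of 14, and for these 41 the median was -0.07 with every spot in the fit and -3.01 with plain subtraction. The offset pulls ratios of spots near background towards 0, which leaves open whether these 41 genes fell. At a 4-fold change no gene was lower with every spot in the fit. The table was drawn from the same arrays.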

Addition of NO_3_^-^ resulted in downregulation of 45 genes (Table S5). None of these genes appeared to be repressed in the *nirA*^-^ strain suggesting that the function of NirA is required directly or indirectly for this negative response. 

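The difference between wild type and *nirA637* was tested for the 43 measured genes of Table S5 with every spot in the fit. None passed an adjusted p of 0.05 from limma (none when adjusted over the list alone), and the median difference was -0.07. Over all genes, 5 were lower in the wild type than in the mutant. The paper proposes that NirA is required for the decrease.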

Only one out of the 45 genes, i.e. AN10059, which putatively encodes a fungal-specific C6 transcription factor, harbours a consensus NirA binding site. Therefore, all the other 44 genes most likely responded to the active nitrate assimilation process. The majority of repressed genes (25 genes) encode hypothetical or conserved hypothetical proteins with no predicted functions. As shown in Table S5, five genes encode proteins with similarities to enzymes involved in the breakdown of complex carbon sources (α- and β-galactosidase, mannanase and rhamnogalacturan-lyase) and the products of eight of these genes show similarities to proteins, which regulate cellular metabolism (e.g. putative signalling kinase, mRNA stability regulation, transcription of ribosomal genes).

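Of 24 measured genes of Table S5 described as hypothetical proteins without a function, none was called with every spot in the fit (none when adjusted over the list alone), and their log2 ratios lay between -0.83 and 0.06. The lowest, AN6693, was lower on 7 of 7 arrays (adjusted p = 0.0868). It passed with every spot and a dye term (adjusted p = 0.00183), a setting chosen after the data were seen. Of 3 genes there for the breakdown of complex carbon sources, similar to rhamnogalacturonan lyase, beta-galactosidase and mannanase, none was called (none when adjusted over the list alone), between -0.15 and 0. Of 13 genes for plant cell wall degradation listed beforehand, none passed either (none when adjusted over the list alone), the smallest unadjusted p being 0.0398 for AN0787. The protein kinase gene AN10082 had a log2 ratio of -0.05 (standard error 0.10, adjusted p = 1) and the factor gene AN10059 of -0.04 (standard error 0.13, adjusted p = 1). The tests are limma's.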

Not overlapping with the NO_3_^-^-repressed genes was a group of six genes that were downregulated by 60 min N-limitation (Table S6). These genes putatively encode proteins functioning in diverse cellular processes with no preference to a specific pathway.

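The 6 genes of Table S6 all had log2 ratios below 0 in starved wild type, with a median of -0.39 and none past an adjusted p of 0.05 from limma with every spot in the fit (none when adjusted over the list alone). With the marked spots left out, AN3396 was at -0.17 (standard error 0.18, adjusted p = 0.931), AN1825 at -0.28 (standard error 0.26, adjusted p = 0.931), the amino acid transporter-like gene AN9140 at -0.42 (standard error 0.27, adjusted p = 0.931) and the zinc-cluster factor gene AN1303 at -0.36 (standard error 0.16, adjusted p = 0.882). After plain subtraction 5 of the 6 had a ratio on 1 spot of 8, and the median of the 6 was -2.36. On nitrate none of the 6 was called in the wild type.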

### Flavohaemoglobin *fhbA* is co-regulated with the nitrate assimilation system

To gain further insight into the role of flavohaemoglobins during nitrate assimilation we studied these genes in more detail. The NO_3_^-^-inducible gene is most similar to yeast YHB1 and *Cryptococcus neoformans* FHB1 and was designated *fhbA* according to the *A. nidulans* nomenclature. 

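The second flavohaemoglobin gene, *fhbB* (AN3522), was near background on most arrays of the wild type on nitrate. Its log2 ratio was 0.02 (standard error 0.08, adjusted p = 1) with every spot in the fit, from limma, and -0.01 with the marked spots left out. It was higher on 5 of 7 arrays and well above background on 3 of 7 in either condition, where the offset pulls ratios towards 0, so that these values leave open whether it responded. Of the pair of flavohaemoglobin genes *fhbA* alone passed (also when adjusted over the list alone).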

The second putative flavohaemoglobin gene (designated *fhbB*) was only twofold induced by nitrate (data not shown) and the predicted protein carries a putative mitochondrial target sequence similar to *fhbB* in *Aspergillus oryzae* (Zhou *et al*., 2009). Both genes were deleted individually and in combination in order to study their function during the NO_3_^-^ induction process. Northern analysis (Fig. 3) of *fhbA* confirmed microarray data and showed that *fhbA* is co-regulated with the main assimilatory genes such as *niaD* and *niiA*. Strong *nirA*-dependent induction by NO_3_^-^ conditions and high constitutive transcript levels in a *niaD*Δ background (Cove and Pateman, 1969; Hawker *et al*., 1992) were observed for *fhbA*.

**Fig. 3:**
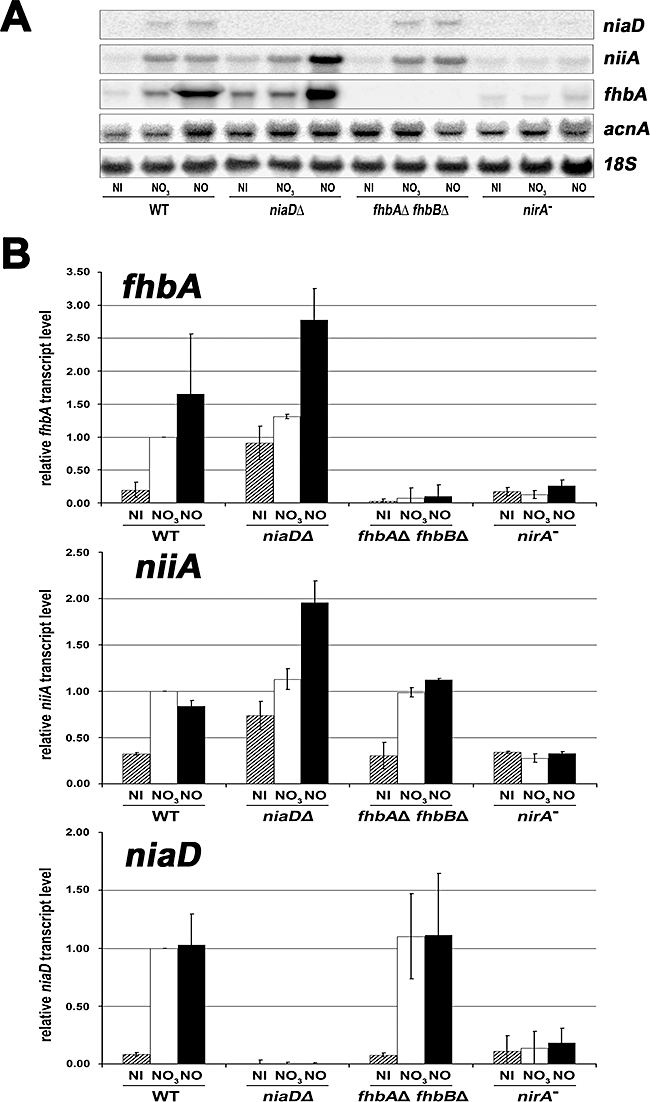
Northern blot analysis (A) and quantification of expression levels (B) of nitrate reductase (*niaD*), nitrite reductase (*niiA*) and flavohaemoglobin A (*fhbA*). Actin (*acnA*) and 18*S* rRNA (18*S*) served as loading controls. Wild type (WT) was compared with deletion mutants in nitrate reductase (*niaD*Δ), and flavohaemoglobins A and B (*fhbA*Δ*fhbB*Δ), and with a *nirA*637 loss-of-function mutant (*nirA*^-^). Strains were cultivated as described in *Experimental procedures* on 3 mM arginine (non-inducing, NI), 10 mM NO_3_^-^ (inducing, NO_3_) or 3 mM arginine and 1.5 mM DetaNONOate (NO-inducing, NO). ^32^P signals were analysed by phosphoimaging and expression levels in (B) are expressed as percentage of induced wild type, which was arbitrarily set to a value of 1. Data of two independent experiments were combined and standard deviations were calculated.

### FhbA expression is AreA-independent

We tested if *fhbA* is regulated as other known nitrate-responsive genes, i.e. induced by NO_3_^-^ and subject to nitrogen metabolite repression by external ammonium (NH_4_^+^) mediated through the inactivation of the co-activator AreA. Figures 3 and 4 also show the expression profile of the *niiA* gene used as internal control. *niiA* was strongly induced by NO_3_^-^ and NO, dependent on AreA function, and subject to nitrogen metabolite repression when NH_4_^+^ was added to the medium simultaneously with NO. In contrast, expression of *fhbA* was independent of AreA, showing no ammonium-induced repression in the presence of NO and even a slight constitutive level under fully repressing conditions (NH_4_^+^ in WT and *areA*^-^). This is a surprising result, as all genes known so far to be regulated by NirA depend also on functional AreA. Moreover, four AreA consensus binding sites (5′WGATAR) are present within 500 bp of the *fhbA* promoter, in addition to a perfectly matching NirA site at position −225 from the ATG start codon. This sequence arrangement would suggest a canonical NirA–AreA synergism in *fhbA* activation although this is not the case. There are at least five other transcriptional regulators known in *A. nidulans* to contain functional GATA-type DNA-binding domains and some of these proteins, such as the iron-responsive repressor SreA (Oberegger *et al*., 2001) or the light-responsive regulators of sexual development LreA and LreB (Purschwitz *et al*., 2008), might bind to the *fhbA* promoter and participate in transcriptional regulation of this gene.

**Fig. 4:**
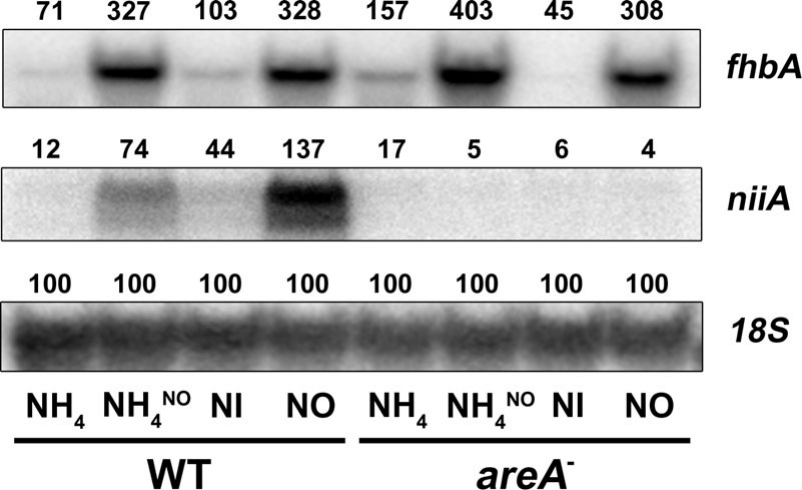
Northern blot analysis of flavohaemoglobinA (*fhbA*), nitrite reductase (*niiA*) and 18S rRNA (loading control) transcript levels. Wild type (WT) and *areA*600 loss-of-function mutant (*areA*^-^) were cultivated under different nitrogen conditions as described in *Experimental procedures* under repressed (NH_4_); NO-induced and repressed (NH_4_^NO^), non-induced (NI); and NO-induced (NO) conditions. Northern blots were probed with ^32^P-labelled *niiA* and *fhbA* probes and signals were analysed by phosphoimaging. Numbers below the signals indicate relative expression levels in comparison with 18S rRNA, which was arbitrarily set to 100%.

### The role of NO in the regulation process

Treatment of the cells with the synthetic NO donor DetaNONOate led to a strong upregulation of all tested nitrate assimilation genes. The transcriptional response to NO was not dependent on FhbA or FhbB function, i.e. occurring equally well in the *fhbA*Δ*fhbB*Δ double mutant, making it unlikely that the induction by NO is only a consequence of NO_3_^-^ formation by flavohaemoglobin activities. DetaNONOate induction could also be triggered by formation of NO_2_^-^, which arises spontaneously from NO oxidation in the medium and inside the fungal cell (Yamasaki, 2000). To differentiate effects of NO and NO_2_^-^, we measured the intracellular concentrations of NO (Fig. S3) by electron paramagnetic resonance (EPR) spectroscopy (Xu *et al*., 2005; Pirker *et al*., 2008) and of NO_2_^-^ and NO_3_^-^ (Fig. 6) by a modified colorimetric assay (Inselsbacher *et al*., 2009). EPR is based on the trapping of NO radicals by the spin trap Fe^2+^-diethyldithiocarbamate (Fe^2+^-DETC) forming a Fe^2+^-DETC–NO complex. This complex is detected as triplet in the EPR spectrum, which arises from the interaction of the unpaired electron with a nitrogen nucleus (spin I = 1) in the complex. Additionally, growth tests were performed (Fig. 5) using strains, which lack or have strongly reduced NO_3_^-^ and NO_2_^-^ transport respectively (Unkles *et al*., 2001; Wang *et al*., 2008). The growth tests (Fig. 5) showed that the transporter double mutant (lane *crnA*^-^*crnB*^-^) is impaired in NO_3_^-^ and NO_2_^-^ utilization leading to a strongly reduced growth on these N-sources. The same strain grown on nitrate or nitrite plus NO (rows NO_3_^-^ + NO and NO_2_^-^ + NO) showed significantly improved growth, presumably because of formation of NO_3_^-^ by flavohaemoglobins and of NO_2_^-^ by intracellular spontaneous oxidation. The amine-containing Deta-moiety (diethylene-triamine) of DetaNONOate did not serve as a relevant nitrogen source in these growth tests as both *niiA*^-^ and *nirA*^-^ strains showed very poor growth on all DetaNONOate concentrations tested. This indicates that the extracellular and intracellular conversion of NO to NO_2_^-^ and the intracellular generation of NO_3_^-^ by FhbA and FhbB are the responsible mechanisms for DetaNONOate utilization as sole N-source. EPR measurements to determine intracellular NO levels (Fig. S3) showed that in all NO-treated cells high amounts of this free radical were captured. Interestingly, we also detected low levels of NO in wild-type and *fhbAB* deletion mutants grown on nitrate. These data indicate that NO_3_^-^ assimilation in *A. nidulans,* similar to the situation reported in plants, results in the formation of NO and provides a physiological link to the observed co-regulation of assimilatory genes with flavohaemoglobins.

**Fig. 6:**
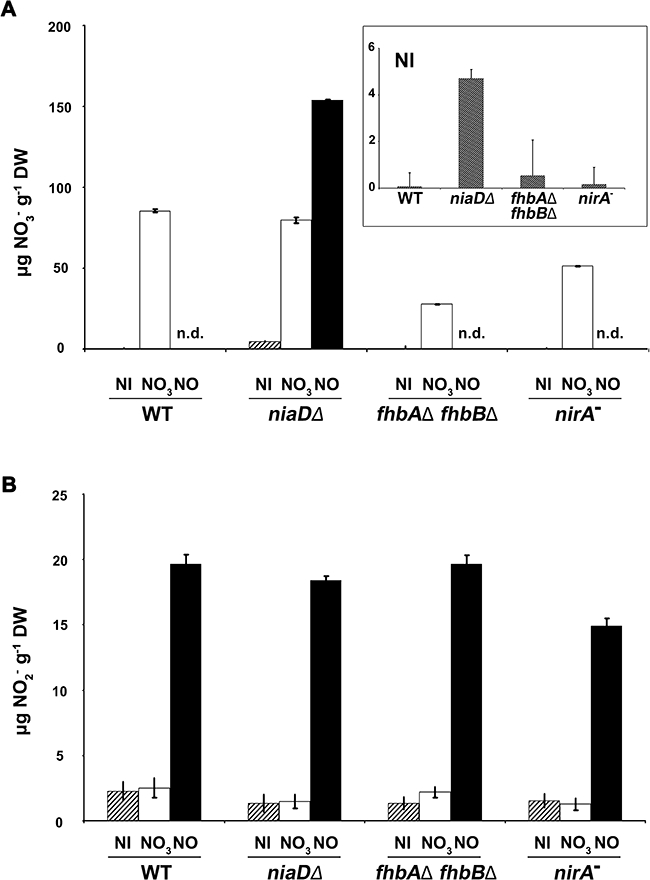
Intracellular nitrate (A) and nitrite (B) levels on different nitrogen sources. The levels were measured according to the method described in *Experimental procedures* in *A. nidulans* wild-type cells (WT), and in mutants lacking nitrate reductase (*niaD*Δ), both flavohaemoglobin genes (*fhbA*Δ*fhbB*Δ), or functional NirA (*nirA*^-^). As for Northern analysis, strains were pre-grown on arginine as a non-inducing nitrogen source and harvested mycelia N-starved prior to shift to media containing different nitrogen sources: 3 mM arginine (NI, shaded bars); nitrate-inducing conditions with 3 mM arginine + 10 mM nitrate (NO_3_, white bars); or nitric oxide-inducing conditions with, 3 mM arginine + 1.5 mM DetaNONOate (NO, filled bars). NO_3_^-^ values under NI conditions are shown in the magnified insert panel. Data of a representative experiment, reflecting the observed overall pattern, are shown and the amounts and calculated standard deviations of NO_3_^-^ and NO_2_^-^ are expressed as µg per gram dry weight (µg g^−1^ DW). n.d. denotes non-detectable amounts of NO_3_^-^ (for details see Supplementary Experimental procedures).

**Fig. 5:**
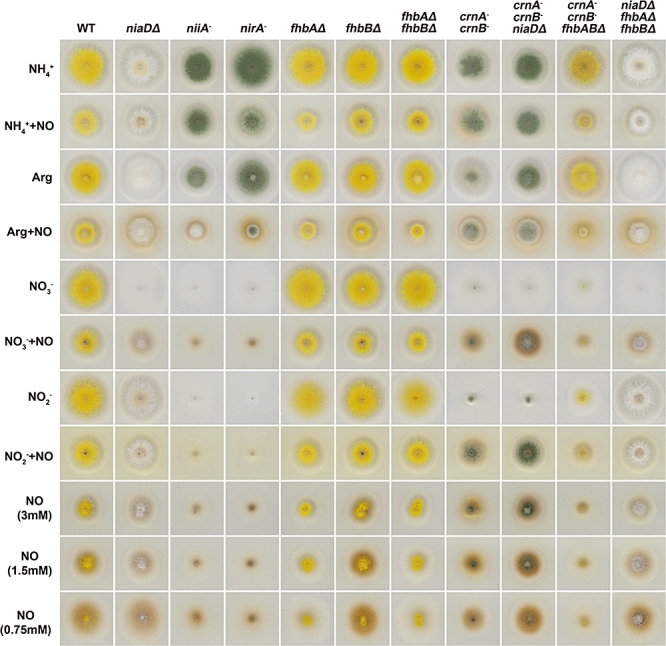
Growth test on solid glucose minimal media at pH 6.8, and supplements according to strain requirements. Plates were prepared containing the following N-sources: 10 mM ammonium (NH_4_), 10 mM ammonium + 1.5 mM DetaNONOate (NH_4_ + NO), 3 mM arginine (Arg), 3 mM arginine + 1.5 mM DetaNONOate (Arg + NO), 10 mM nitrate (NO_3_), 10 mM nitrate + 1.5 mM DetaNONOate (NO_3_ + NO), 10 mM nitrite (NO_2_), nitrite + 1.5 mM DetaNONOate (NO_2_ + NO) and different nitric oxide (NO) concentrations (0.75, 1.5 and 3 mM). *A. nidulans* wild-type strain (WT), nitrate reductase mutant (*niaD*Δ), nitrite reductase mutant *niiA*4 (*niiA*^-^), *nirA*637 mutant (*nirA*^-^), single and double flavohaemoglobin mutants (*fhbA*Δ; *fhbB*Δ; *fhbA*Δ*fhbB*Δ) and nitrate transporter deficient strains (*crnA*^-^*crnB*^-^) were used in the growth experiment. After 72 h at 37°C growth was documented by light scanning and the figure was composed using Photoshop 8.0.

When we measured intracellular NO_2_^-^ levels in NO-treated cells (Fig. 6B) we found about 20 µg NO_2_^-^ per gram dry weight (g^−1^ DW). This was a roughly 10-fold higher NO_2_^-^ concentration compared with the one found in actively nitrate-reducing cells. Neither Fhb nor NR activities were needed for the conversion of NO to NO_2_^-^, consistent with a spontaneous intracellular NO oxidation. Intracellular NO_3_^-^ levels measured in NO-treated cells (Fig. 6A) confirmed the *in vivo* function of Fhb enzymes in the conversion of NO to NO_3_^-^ because the *fhbA*Δ*fhbB*Δ strain showed no detectable (n.d.) NO_3_^-^ accumulation after NO treatment. Surprisingly, the wild-type and *nirA*^-^ strains also showed no detectable intracellular NO_3_^-^ accumulation after DetaNONOate treatment. The simplest explanation consistent with these results is that, in the wild type, the simultaneously induced NR would effectively reduce the Fhb-generated NO_3_^-^ to NO_2_^-^. Indeed, a control strain lacking NR activity (*niaD*Δ) showed very high NO_3_^-^ levels after NO addition whereas in *nirA*^-^ strains, lacking *niaD* and *fhb* expression, NO conversion into NO_3_^-^ and subsequently accumulation, was not observed. Interestingly, the basal level expression of putative FhbB did not result in sufficient activity that would allow the detection of NO_3_^-^ in a *nirA*^-^ strain. In contrast, a *niaD*Δ strain showed clearly detectable NO_3_^-^ levels under non-induced (arginine) growth conditions (see insert panel in Fig. 6A) and these nitrate levels might be sufficiently high to promote expression of NirA target genes (*niiA*, *fhbA*) under non-induced conditions.

During these experiments we noted that the *fhb* double deletion strain displayed considerably lowered intracellular NO_3_^-^ levels (25% of WT) when grown on NO_3_^-^ (Fig. 6A). This could be the consequence of reduced NO_3_^-^ transporters function similar to the *nirA*^-^ strain (50% of WT) or could be due to increased NR activities. We therefore analysed NR activities under all relevant conditions (Fig. 7). We found that NR activities were not changed in *fhb* double mutants during growth on NO_3_^-^ but were drastically reduced in the mutants when DetaNONOate was added to the medium. These results provide evidence for an important role of flavohaemoglobins in protecting NR activity from damage directly by the NO radicals or indirectly by NO-derived reactive nitrogen species. This regulatory role of flavohaemoglobins seems to be relevant only at high concentrations of NO, as *fhbA*Δ single and *fhbA*Δ*fhbB*Δ double mutants grew normally on NO_3_^-^ as the sole N-source (Fig. 5). In contrast, stronger growth suppression was seen in *fhb* mutants compared with the wild type on NO_3_^-^ + NO, consistent with considerably reduced NR activities in the presence of the NO donor DetaNONOate (Fig. 7).

**Fig. 7:**
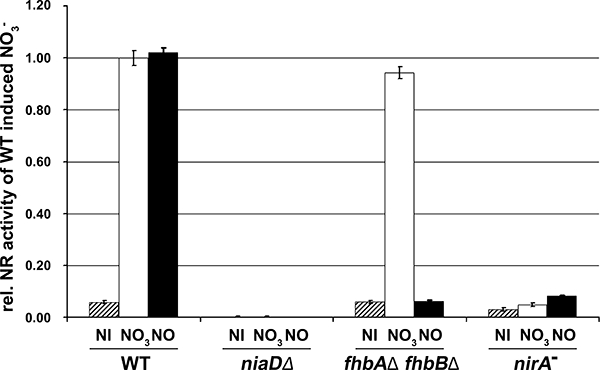
Nitrate reductase (NR) activity was measured in *A. nidulans* wild type (WT), and in mutants lacking nitrate reductase (*niaD*Δ), both flavohaemoglobin genes (*fhbA*Δ*fhbB*Δ), or NirA function (*nirA*^-^). Strains were pre-grown on arginine as non-inducing nitrogen source and harvested mycelia were starved prior to shift to media containing different nitrogen sources: 3 mM arginine (NI, shaded bars); nitrate-inducing conditions with 3 mM arginine + 10 mM nitrate (NO_3_, white bars); or nitric oxide-inducing conditions with, 3 mM arginine + 1.5 mM DetaNONOate (NO, black bars). Data of two independent biological experiments were merged and the activities of the wild-type NR under nitrate-inducing conditions were arbitrarily given a value of 1 (100%). Bars and respective standard deviations show NR activities relative to wild type under NO_3_^-^-induced conditions.

### A role for flavohaemoglobins in *Aspergillus* natural environments?

Growth tests performed under a variety of conditions (Fig. 5) provided support for the important function of the inducible *fhbA* flavohaemoglobin in protecting *A. nidulans* cells from nitrosative damage. The stronger toxic effect of NO in *fhbA*Δ strains could indicate that not only NR, as shown above by enzymatic assays, but also NiR activity is sensitive to NO and that FhbA protects against this damage. Growth tests performed at different ambient pH values (Fig. 8) provided evidence that FhbA function is necessary to allow optimal NiR activity. Whereas the wild-type and *fhbB*Δ strains utilized NO_2_^-^ over the whole range of acidic pH values tested here (pH 6.8 to pH 4.5), the strain carrying *fhbA* deletions (*fhbA*Δ, *fhbA*Δ*fhbB*Δ and *fhbA*Δ*fhbB*Δ*niaD*Δ) showed increasing sensitivity to 10 mM NO_2_^-^ when ambient pH was reduced stepwise. As the growth reduction could also be due to generally higher NO stress susceptibility in *fhbA*Δ strains and only indirectly related to NiR activity we tested growth in the presence of an additional nitrogen source, 3 mM l-arginine. When growth became independent from utilization of NO_2_^-^ as the sole N-source and hence on functional NiR, the *fhbA*Δ strains grew as well as the wild type over the whole range of pH conditions. These data support the results from growth tests using the NO donor DetaNONOate (compare Fig. 6, row NO_2_^-^ + NO) and strongly suggest that NiR activity is sensitive to high levels of NO and that FhbA function is required for NiR activities under these conditions. Unfortunately, because of the significant spontaneous oxidation of NO to NO_2_^-^ we were not able to directly measure NiR activities under these conditions (data not shown). Finally, an interesting phenotype was obtained in these pH dependence tests in strains lacking either NiR (*niiA*^-^) or NirA (*nirA*^-^, *nirA*Δ) activity. In both genetic backgrounds the utilization of arginine was impaired in the presence of NO_2_^-^ already at the standard pH 6.8 of the medium and was almost totally inhibited as pH gradually decreased (Fig. 8, lanes *niiA*^-^, *nirA*^-^ and *nirA*Δ: compare rows arg at different pH with rows NO_2_^-^/arg at different pH). These phenotypes indicate that high intracellular NO_2_^-^ levels (present in *niiA*^-^ and *nirA*^-^ strains incubated on NO_2_^-^ + arginine; T. Schinko and J. Strauss, unpubl. obs.) negatively influence transporters, enzymes or regulators of the arginine catabolic pathway. At the moment it is not clear whether the utilization of other amino acids is also affected by NO_2_^-^ at low ambient pH. As no typical NO synthetase producing NO and citrulline from l-arginine has yet been identified in fungi, it will be interesting in future to see if NO generating and detoxifying activities in *A. nidulans* may be related to arginine metabolism.

**Fig. 8:**
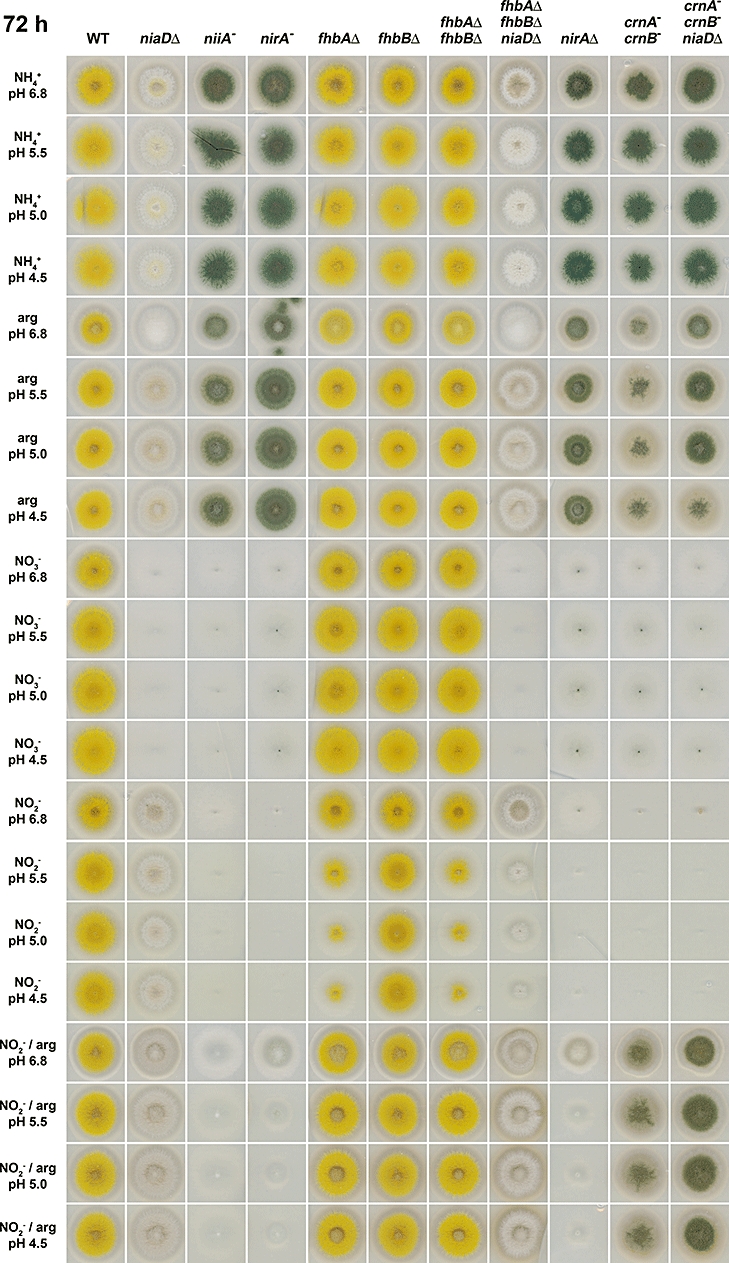
Growth test at different pH values on solid minimal media supplemented according to strain requirements. Plates were prepared containing the following N-sources: 10 mM ammonium (NH_4_), 3 mM arginine (Arg), 10 mM nitrate (NO_3_) or nitrite (NO_2_), or 10 mM nitrite + 3 mM arginine (NO_2_/arg). *A. nidulans* wild-type strain (WT), nitrate reductase mutant (*niaD*Δ), nitrite reductase mutant *niiA*4 (*niiA*^-^), *nirA*637 mutant (*nirA*^-^), single and double flavohaemoglobin mutants (*fhbA*Δ; *fhbB*Δ; *fhbA*Δ*fhbB*Δ), nitrate transporter deficient strains (*crnA*^-^*crnB*^-^) and *nirA* deletion mutant (*nirA*Δ) were used in the growth experiment. Flavohaemoglobin and transporter mutants were also combined with a *niaD*Δ mutation. After 72 h at 37°C, growth was documented by light scanning and the figure was composed using Photoshop 8.0.

## Discussion

We have shown here that the nitrate assimilation process in *A. nidulans* remodels central components of the nitrogen metabolism. As expected from previous studies, genes involved in uptake and reduction of nitrate to ammonium are induced by the main transcriptional activator NirA and all of these pathway-specific genes carry functionally characterized or putative NirA binding sites (consensus 5′CTCCGHGG). Although more than 800 genes in the genome show the presence of NirA consensus sites within 1 kb of their 5′region, only roughly 80 genes are positively regulated by NO_3_^-^. The vast majority of these genes require nitrate metabolism, and thus NirA, for this response, but only 19 of these NO_3_^-^-responsive genes carry confirmed or predicted NirA consensus sites in their promoters.

We identified more than 50 novel genes, which were upregulated by nitrate and some of them encode enzymes that are required for the subsequent metabolization of the assimilation product (NH_4_^+^), e.g. two types of glutamate dehydrogenases, glutamine synthetase, and three enzymes involved in leucine and coenzyme-A biosynthesis. Notably, the latter genes and some additional genes coding for amino acid transport and metabolism also responded to N-limiting conditions (60 min starvation). This regulatory response suggests that under our conditions (30 min NO_3_^-^ induction after 30 min of N-starvation) the amount of NO_3_^-^ channelled through the assimilatory system was still not producing sufficient amounts of assimilation products as to fully relieve the starvation response. This metabolic status was also seen in direct amino acid measurements. Despite induced NR activity on NO_3_^-^ medium (Fig. S1), the intracellular level of glutamine, which is the molecule known to signal the intracellular nitrogen status(Margelis *et al*., 2001; Berger *et al*., 2008), continued to decline during the first 30 min of nitrate assimilation, identical to the falling Gln levels under N-starvation (Table S1). This apparent discrepancy could be explained by the increasing metabolic demand for amino acids in NO_3_^-^-induced cells, which presumably resumed growth after NO_3_^-^ supply. It was only after approximately 60 min of continuous assimilation that the pool of free Gln started to increase again reaching a steady-state level of balanced repletion/depletion after roughly 2 h. Because little is known about the eukaryotic nitrate signalling cascade, we were mainly interested in the short-term response to nitrate. Thus, our experimental set-up was generally designed to largely avoid the interference with nitrate metabolism, using short incubation times as well as a *nirA*^-^ mutant unable to turn on the assimilatory system. Doing so, we identified several putative regulatory components that might be involved in the signalling cascade, e.g. hypothetical proteins with similarity to guanylate kinases (AN10188), protein kinases (AN3181), transcription factors (AN7343, AN5405) or GTP-binding proteins (AN7222). On the other hand, several genes were repressed by the addition of NO_3_^-^ (predicted transcription factor AN10059, kinase AN10082 or nucleotide-binding domain protein AN10344) and these putative regulators might also be involved in NO_3_^-^-specific signalling.

A novel target of NirA was found to be a flavohaemoglobin-encoding gene (AN7169). This is a member of a gene family encoding evolutionarily conserved proteins, which appear to be widely distributed in bacteria and fungi. Their main role is to metabolize NO radicals, reactive nitrogen species implicated in protein nitrosylation, signalling and nitrosative stress. Flavohaemoglobins are known to catalyse NO di-oxgenation, the NADPH, FAD and O_2_-dependent conversion of NO to NO_3_^-^ (Gardner *et al*., 1998; Poole and Hughes, 2000). In fungi they have been studied in several systems. *Saccharomyces cerevisiae yhb*1Δ (Liu *et al*., 2000), *Cr. neoformans fhb*1Δ (de Jesus-Berrios *et al*., 2003) or *Candida albicans yhb*1Δ (Hromatka *et al*., 2005) lack both significant aerobic NO metabolic activity and detoxification, and therefore are more sensitive to toxic effects of NO. Flavohaemoglobins also work as defence system during the host response to microbial pathogens and mutants show reduced virulence (Crawford and Goldberg, 1998; Idnurm *et al*., 2004). NO detoxification systems might be of significant importance to different fungal species in their natural environments. For pathogenic fungi such as *Aspergillus fumigatus*, detoxification of NO produced as defence molecule by macrophages during the infection process could be essential to counteract nitrosative stress and enhance the infection process. Such a defence system has already been observed for *Cr. neoformans* to be one of the pathogenicity factors (de Jesus-Berrios *et al*., 2003) and *Histoplasma capsulatum*, a pathogenic fungus not known to possess flavohaemoglobins, which uses a nitric oxide reductase to counteract the NO burst employed by infected macrophages as part of the antimicrobial defence system (Nittler *et al*., 2005). *A. nidulans* is not pathogenic but grows on a wide variety of organic substrates and is a common soil inhabitant. In such environments elevated NO concentrations can be released from NO_2_^-^ at acidic pH and it is known that a side-reaction of bacterial nitrification results in release of NO (Klotz and Stein, 2008). This reaction product or derivatives thereof such as nitrous oxide or peroxynitrite may impose nitrosative stress on the surrounding microbial community.

In aspergilli, flavohaemoglobins have been biochemically characterized as NO dioxygenases (Zhou *et al*., 2009) with an additional, and unexpected function in promoting oxidative stress (Zhou *et al*., 2010). Phylogenetic analysis of fungal flavohaemoglobin proteins showed the presence of an *Aspergillus* sp.-specific group, which was proposed to have a function in mycelial branching (Te Biesebeke *et al*., 2010).

While the enzymatic activity of filamentous fungal Fhb enzymes has been confirmed *in vitro* (Zhou *et al*., 2009), their regulatory context and *in vivo* role has not yet been elucidated. Our characterization of the two flavohaemoglobins during nitrate induction yielded novel insights not only into nitric oxide metabolism, but also nitrate and nitrite metabolism in *A. nidulans*. As expected, deletion of the NO-metabolizing genes resulted in higher susceptibility to nitrosative stress imposed by externally supplied nitric oxide. Enzymatic measurements and growth tests, however, provided solid evidence that both NR and NiR are protected by the inducible FhbA flavohaemoglobin from damage by high NO concentrations. As both NR and NiR carry Fe^++^-containing prosthetic groups (haem and Fe-S cluster respectively) this protective function of Fhb proteins might be relevant to nitrogen metabolism under special ecological conditions, such as high NO_2_^-^ concentrations at low external pH, which is known to spontaneously generate high NO concentrations. In plants, NO has been shown to act as a signalling molecule for growth, development and resistance to biotic and abiotic stress (Perazzolli *et al*., 2006). Although the synthesis of NO in plants by enzymatic activities of nitric oxide synthases still remains a matter of debate (Gas *et al*., 2009), intracellular NO generation from NO_2_^-^ by NR activity and spontaneous decomposition at low pH is well established (reviewed by Yamasaki, 2000). Plant flavohaemoglobins, termed non-symbiotic haemoglobins, have been shown to be induced by NO_3_^-^ in *A. thaliana* (Wang *et al*., 2000) and were shown to be responsive to NO_3_^-^, NO_2_^-^ and NO donors in cultured rice cells (Ohwaki *et al*., 2005). Interestingly, also in rice cells, the expression of flavohaemoglobin GLB1 genes is not repressible by nitrogen metabolites (Gln or Asn), identical to what we found for *A. nidulans fhbA*. Recently, NO has also been shown to mediate a negative function on the expression of several nitrate-responsive genes in *Chlamydomonas* and *Arabidopsis* (de Montaigu *et al*., 2010). Low concentrations of NO (10 µ; DetaNONOate) efficiently repressed NO_3_^-^-induced genes via a cGMP-mediated pathway, effectively mimicking nitrogen metabolite repression by ammonium. Whether or not low concentrations of DetaNONOate mediate a negative effect on nitrate assimilatory gene expression in *A. nidulans* is not yet known.

*FhbA* is the first reported AreA-independent NirA target thus escaping nitrogen metabolite repression. This regulation could reflect the important role of counteracting NO stress, regardless of the cellular nitrogen status. Using NirA as one of the principal transcriptional activators of FhbA seems to be a good choice as the presence of NO inside or outside the cell always results in spontaneous NO_2_^-^ generation and thus activation of NirA. In addition, intracellular NO may be converted to NO_3_^-^ by the constitutive FhbB protein also leading to NirA activation and subsequent upregulation of FhbA. This regulatory circuit, presented in Fig. 9, ensures an optimal counterstrike against internal and external NO stress and provides protection for the by-products of their enzymatic reactions. Furthermore, the use of membrane-permeable NO has provided strong evidence that in *A. nidulans*, the nitrate transporters do not seem to be involved in transmitting the induction signal to the pathway-specific activator NirA and the intracellular presence of NO, NO_3_^-^ or NO_2_^-^ is evidently sufficient to activate NirA. These results agree with earlier findings by Unkles *et al*. (2001) who reported induction of *niiA* and *niaD* by external NO_3_^-^ in *nrtA/crnA*, *nrtB/crnB* double mutant cells. Although very young mycelium (germling state) was used in the experiments by Unkles and colleges and nitrate uptake kinetics are different between germlings and the mature mycelium (14 h growth) used in our experiments, transporter-independent sensing for the NirA-mediated induction process remains a distinct possibility. This is in contrast to findings in *Arabidopsis* (Ho *et al*., 2009) and *Chlamydomonas* (Rexach *et al*., 2002) where nitrate transporters have been shown to participate in the signal transduction process.

**Fig. 9:**
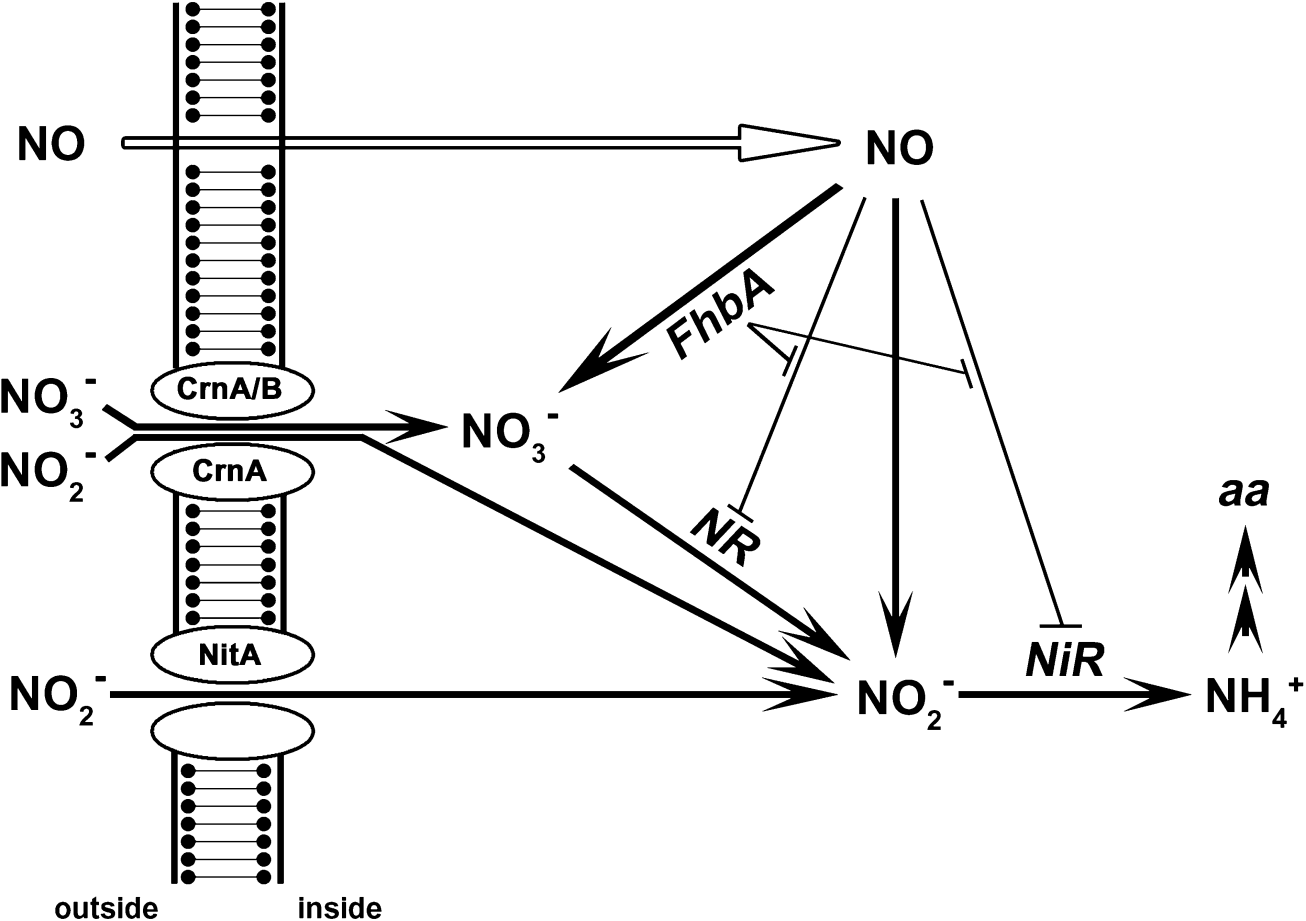
Schematic overview of the interaction between the nitrate assimilation and NO detoxification pathways in *A. nidulans*. Uptake of nitrate (NO_3_^-^) and nitrite (NO_2_^-^) from the outside is enabled by transporters localized in the plasma membrane whereas nitric oxide (NO) passes the plasma membrane by free diffusion independent of any transport system. Following uptake NO_3_^-^ is reduced to NO_2_^-^ by nitrate reductase (NR) and nitrite reductase (NiR) further reduces NO_2_^-^ to NH_4_^+^. Ammonium is incorporated into the cellular amino acid pool (aa) via glutamate and glutamine biosynthesis. Reactive nitric oxide diffuses into the cell and is converted to NO_3_^-^ mainly via the function of the inducible flavohaemoglobins (FhbA). Additionally, NO spontaneously oxidises to NO_2_^-^. This conversion is reversible at a low prevailing pH, e.g. in the fungal vacuole. NO_3_^-^ and NO_2_^-^, originating from NO, again serves as substrate for NR or NiR. Results from enzyme assays and growth tests suggest that elevated intracellular NO levels reduce the function of both NR and NiR and thus FhbA seems to possess a protective function for these two central enzymes in the nitrate assimilation pathway.

## Experimental procedures

### Strains, growth conditions and genetic techniques

Genotypes of strains used in this study are listed in Table S7. Combinations of traits were obtained by sexual crosses and strains were grown under standard conditions on liquid or solid glucose minimal medium (GMM) with the appropriate supplements and pH adjusted to 6.8 as previously described (Pontecorvo *et al*., 1953). Final concentrations of nitrogen sources were as following: 5 mM di-ammonium tartrate (Fluka), 10 mM NaNO_3_ (Roth), 10 mM NaNO_2_ (Riedel-de Haen), 3 mM (l)-arginine (Sigma), 0.75–3 mM DetaNONOate (Sigma). For growth experiments on solid GMM at low ambient pH (4.5; 5.0 and 5.5) the pH was adjusted prior to sterilization and agar concentration was increased to 3%. Plates were incubated at 37°C up to 72 h and scanned for documentation (300 dpi). Images were processed by using the Photoshop 8.0 software. Conditions for liquid cultures were generally as previously described (Narendja *et al*., 2002), a detailed description is provided in Supporting Information on *Experimental procedures*. Transcriptional analysis for selected genes (Northern analysis) followed our published procedures (Narendja *et al*., 2002), details for probes and isolation can be found in Supporting Materials. Analysis of intracellular nitrate and nitrite levels was performed as previously described for *A. nidulans* by our laboratory (Berger *et al*., 2008) with minor modifications according to Inselsbacher *et al*. (2009). Details are provided in Supporting Information on *Experimental procedures*.

### Microarray experiment

*Aspergillus nidulans* strains used in the transcriptome study were *pabaA*1 (wild type) and the *nirA* loss-of-function strain *nirA*637 (Muro-Pastor *et al*., 1999) *pabaA*1 (*nirA*^-^). A full description of the experimental set-up is found in Supporting Materials and Methods. Briefly, strains were initially pre-grown on GMM for 16 h with 5 mM di-ammonium-tartrate as nitrogen source and then switched to either ammonium (repressed conditions) or to N-free medium for 30 min to prepare the cells for nitrate induction (induced conditions) or for continuous nitrogen depletion (−N conditions). For the wild-type experiments comparing repressed versus induced conditions, seven biologically independent experiments were performed and analysed separately. For the experiments comparing wild type repressed versus N-starved and *nirA*^-^ comparing repressed versus induced, four independent experiments were each performed and analysed separately.

#### Analysis of microarray data

The experimental dataset with details on the microarray obtained from TIGR-PFGRC (The Pathogen Functional Genomics Resource Center; http://pfgrc.jcvi.org/index.php/microarray/protocols.html) has been submitted to the GEO database with accession number GSE10475. For the three conditions, further data analysis was performed in the Biconductor R package (http://www.bioconductor.org/) using the same criteria. Raw median intensity values were imported into R for statistical analysis using the Limma package. Data were normalized within each array using Loess normalization and between arrays using the Aquantile normalization algorithm (Smyth and Speed, 2003). The duplicate correlation function was used to calculate replicate correlations (Smyth *et al*., 2005). The log_2_ expression values for each probe were fitted to a linear model using lmFit (Linear Model for Series of Arrays) and moderated *t*-statistics were calculated by eBayes (empirical Bayes Statistics for Differential Expression) (Smyth, 2004). Genes were considered to be differentially expressed by each treatment if they satisfied both the *P*-value lower than 0.05 and at least a fourfold change.

### Functional enrichment in DEGs

Proteins are functionally classified using the MIPS Functional catalogue (FunCat) (Ruepp *et al*., 2004). Genome-wide data were retrieved from the Pedant *A. nidulans* database (http://pedant.gsf.de/pedant3htmlview/pedant3view?Method=analysis&Db=p3_p130_Asp_nidul) (Walter *et al*., 2009). To statistically assess functional enrichment of DEGs, the probability was calculated using the hypergeometric distribution. In the equation, *m* is the number of genes that contain the same FunCat in *n* selected DEGs, relative to *M* genes that contain the FunCat in all *N* genes of a genome. The functional enrichment of each FunCat was considered significant if the *P*-value was < 0.05.

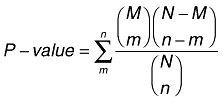

NirA binding sites were identified in the genome using the ‘*fuzznuc*’ program from the EMBOSS package (Rice *et al*., 2000) for regular expression search in nucleotide sequences. The regular expression of the NirA binding site was defined as 5′-CTCCG[ATC]GG and both strands were searched.

#### Construction of *fhbA* and *fhbB* deletion cassettes

The two putative flavohaemoglobin genes designated flavohaemoglobin A (*fhbA*, AN7169.3) and flavohaemoglobin B (*fhbB*, AN3522.3), were deleted using overlapping chimeric polymerase chain reaction fragments produced according to published procedures (Yu *et al*., 2004) and described in detail in Supporting Information on *Experimental procedures*. The primers employed for fragment generation are described in Table S7.

#### Nitric oxide (NO) quantification [(DETC)_2_-Fe2^*+*^–NO; EPR]

Quantification of NO was performed according to Xu *et al*. (Xu *et al*., 2005). In brief, approximately 0.3 g of frozen sample powder was mixed with 800 µl phosphate buffer (100 mM) containing 0.32 M sucrose, 0.1 mM EDTA and 5 mM thioethylenglycol (pH 7.4). After centrifugation (13 000 *g*, 20 min, 4°C) the supernatant was incubated with 400 µl of the spin trapping reagent for 60 min. The stock solutions for the spin trap reagent consisted of 7.5 mM aqueous FeSO_4_ and 15 mM aqueous DETC containing 0.5 M Na_2_S_2_O_4_. FeSO_4_ and DETC solutions were mixed 1:1 just before addition to the sample solution. Ethyl acetate (800 µl) was subsequently added and the mixture was then shaken for 3 min. After centrifugation (13 000 *g*, 6 min, 4°C), the organic solvent layer was transferred into a quartz flat cell for EPR measurement.

Electron paramagnetic resonance spectra were acquired as first derivatives of the microwave absorption with a Bruker EMX CW spectrometer, operating at X-band frequencies (9 GHz) and using a high sensitivity cavity. Microwaves were generated by a Gunn diode and the microwave frequency was recorded continuously with an in-line frequency counter. Spectra were recorded using 20 mW microwave power, 100 kHz modulation frequency and 1 G modulation amplitude. Signal intensities were determined by double integration using the Bruker WINEPR software, and then were corrected for the dry weight of input material.

### NR activity assay

Nitrate reductase activity measurements are based on formation of nitrite from externally added nitrate in cellular extracts and nitrite formation was quantified with the diazo-dye adduct colorimetric kit (Roche) at 540 nm. Details of the experimental set-up are given in Supporting Information on *Experimental procedures*.

# Supplementary material for: Transcriptome analysis of nitrate assimilation in Aspergillus nidulans reveals connections to nitric oxide metabolism
**Source:** Mol Microbiol. 2010 Sep 27;78(3):720–38. doi: 10.1111/j.1365-2958.2010.07363.x
**Supplement:** Supplementary file 1

Supporting Information on Experimental Procedures and Materials

Growth conditions for different nitrogen treatments and genetic techniques

A. nidulans strains were grown for 14 h at 37°C in a rotary shaker (180 rpm). (L)-arginine (3 mM) served as nitrogen source for pre-growth, except for the microarray experiment in which ammonium was used as N-source. After pre-cultivation biomass was collected by filtration through Miracloth (Calbiochem), washed with sterile GMM, and resuspended in fresh GMM (120 ml) lacking any nitrogen source. Aliquots (30 ml) were further incubated for 30 minutes in this medium and subsequently different nitrogen sources were added to specify the condition. Repressed [NH₄], 5 mM di-ammonium tartrate; repressed-induced NO [NH₄^{NO}], 5 mM di-ammonium (D)-tartrate + 1.5 mM DetaNONOate; non induced [NI], 3 mM (L)-arginine; induced NO₃⁻ [NO₃], 3 mM (L)-arginine + 10 mM NaNO₃; induced nitric oxide (Adams *et al.*): 3 mM (L)-arginine + 1.5 mM DetaNONOate). Biomass was harvested by filtration, washed with cold deionised H₂O and biomass was split into portions for subsequent parallel analysis of different markers (nitrate reductase activity assay, transcriptional analysis, and measurement of intracellular nitrate/ nitrite or nitric oxide). Transformation of *A. nidulans* strains was performed as described (Tilburn *et al.*, 1983) using 500ng of PCR fragment. Correct integration events for the *fhbA* and *fhbB* deletion PCR fragments were verified by Southern and PCR analysis using primers flav 35 P F check / flav35 T R check or flav 71 P F check / flav 71 T R check, respectively (primer sequences are given in Supporting Table ST 8).

Growth conditions for the generation of RNA for transcriptome analysis

After pregrowth on GMM for 16 hours with 5mM di-ammonium-tartrate as nitrogen source cells were harvested, washed and replaced in fresh minimal media either lacking any nitrogen source (for induced and starved conditions) or containing 10mM ammonium (for repressed

conditions). After 30 minutes of incubation in N-free medium, 10mM NaNO₃ (in 2ml of 1M NaNO₃) was added to generate inducing conditions, or 2 ml sterile water was added to generate N-starved conditions. Both types of samples were further incubated for 30 minutes before harvesting for RNA extraction. For generating repressed conditions, cells incubated on 10 mM NH₄⁺ were further incubated for 30 minutes on this nitrogen source and finally harvested for RNA extraction. Mycelia were harvested by filtration and quickly frozen in liquid nitrogen. For total RNA isolation, the mycelia were disrupted by grinding in liquid nitrogen and total RNA was extracted with Trizol reagent (Invitrogen). Ten micrograms of RNA from each treatment were then fractionated in a 0.8% agarose gel, stained with ethidium bromide, and then visualized with UV-light. The presence of intact 28S and 18S ribosomal RNA bands was used as a criterion to assess the integrity of the RNA. For the wild type experiments comparing repressed versus induced conditions seven biologically independent experiments were performed and analyzed separately. For the experiments comparing wild type repressed versus N-starved and *nirA*⁻ comparing repressed versus induced, four independent experiments were performed each and analyzed separately. From each experiment 10 µg of total RNA samples were labelled by incorporation of aminoallyl-dUTP followed by a coupling of the aminoallyl groups to either Cyanine-3 or Cyanine-5 and hybridized according to the provided protocol (see protocols at <http://pfgrc.tigr.org/protocols.shtml>). For scanning, an Agilent DNA Microarray scanner G 2565 B was used to obtain TIFF files. These were processed using Agilent Feature extractor software version 9.1.

Determination of intracellular amino acid pools

For determination of intracellular free amino acid pools, wild type cells were incubated in triplicate under the conditions described above. Samples were harvested after 16h pre-growth (time point -30 min.), and after the 30 min. incubation time on N-free medium (time point 0

min.). For the induction experiment, 10mM NaNO₃ was added to the medium and samples were harvested after 10, 20, 30, 40, 50, 60, 90, 120 and 180 minutes of incubation on the inducing medium. For the starvation experiment, samples were harvested directly after pre-growth on ammonium (time point -30 min.), after the initial incubation on N-free medium (time point 0 min.) and subsequently after 30, 60, 90 and 120 minutes of incubation in N-free medium. Treatment of cells for determination of intracellular free amino acid pools and subsequent analysis was performed as described previously (Berger *et al.*, 2008).

Northern Blot analysis

Total RNA was isolated from frozen mycelia using TRIzol ® Reagent (Invitrogen, USA) and previously published protocols were applied for Northern blotting and hybridization (Narendja *et al.*, 2002). Membranes were hybridized with ³²P (PerkinElmer) labelled probes derived from PCR products of *niaD*, *niiA*, *fhbA*, *acnA* and 18S genes (see Supporting Table ST 8 for primer sequences). Hybridization signals were analyzed on a phosphorimager (Storm; Molecular Dynamics, Inc.) and signal intensities were quantified using the Image-Quant (Molecular Dynamics) software. Specific signals were normalized to actin (*acnA*) or 18S values used as loading controls. Calculations included at least two independent biological experiments.

Construction of *fhbA* and *fhbB* deletion cassettes

The two putative flavohemoglobin genes designated flavohemoglobin A (*fhbA*, AN7169.3), and flavohemoglobin B (*fhbB*, AN3522.3), were deleted using overlapping chimeric PCR fragments constructed according to published procedures (Yu *et al.*, 2004). Primer sequences used for construction of the deletion cassettes are listed in Supporting Table ST 8. For cloning the arginine auxotrophy marker *argB* (AN04409) sequence obtained from pMS12 (<http://www.fgsc.net/plasmid/nidplas.html>), harbouring a *ClaI* restriction site at the 5'-end or

a *BamHI* restriction site at the 3'-end, was used. The upstream region of AN3522.3 was amplified with primers flav 35 Pr F and flav 35 Pr R *ClaI* using REDTaq® ReadyMix™ (Sigma Aldrich) from genomic wild type DNA and the resulting fragment (~ 3.9 kb) was ligated to *argB* via generated *ClaI* site. The downstream fragment of the AN3522.3 was amplified using primers flav 35 T F *BamHI* and flav 35 T R ligated to *argB* via introduced *BamHI* restriction site. The chimeric ligation products fragments were used for High Fidelity PCR Mix (Fermentas) with primers flav 35 Pr F / arg flavo ko R and arg flavo ko F / flav 35 T R, respectively. 1 µg of each PCR product was used for transformation. The construction of the AN7169.3 deletion cassette followed the same scheme. AN7169.3 upstream region was obtained by PCR using primers flav 71 Pr F and flav 71 Pr R *EcoRI* and ligated to an *argB* fragment bearing a *EcoRI* restriction site at the 5'-end. The downstream sequence of AN7169.3 was obtained using primers flav 71 T F *ClaI* and flav 71 T R and ligation to *argB* coding sequence possessing a *ClaI* at the 3'-end. The chimeric fragments were amplified using High Fidelity PCR Mix (Fermentas) with primers combination flav 71 pr F / arg flavo ko R or arg flavo ko F / flav 71 T R, and 1 µg of PCR product was used for transformation.

Construction of *nirA* deletion cassettes

A complete *nirA* (AN0098) deletion mutant was generated by replacement of *nirA* open reading frame (ORF) by *riboB_{fum}* (Afu1g13300) coding sequence complementing riboflavin auxotrophy. The upstream region of AN0098 was amplified with primers *nirA* Pr-1790 F and *nirA* Pr-1 *ClaI* R using REDTaq® ReadyMix™ (Sigma Aldrich) and genomic wild type DNA. Likewise the downstream region was amplified with primers *nirA* T+1 *BamHI* F and *nirA* T+1658 R. Together with the *riboB_{fum}* fragment, possessing a *ClaI* and *BamHI* restriction site, the promoter (~ 1.7 kb) and terminator (~ 1.7 kb) fragments were ligated into pGEM-Teasy plasmid (Promega) obtaining the *nirA* deletion cassette. For transformation the cassette was

NotI released from the plasmid and 1 µg of the linear fragment used for transformation. Deletion of *nirA* was screened by PCR using primers nirA Pr-1790 F / nirA 557 R and confirmed by Southern blot analysis.

Construction of *niaD* deletion cassettes

To generate a nitrate reductase (*niaD*) mutant in a nitrate transporter deficient *A. nidulans* strain the AN1006 ORF was disrupted and partially deleted by the insertion of an *argB* coding sequence derived from pMS12. The 5'-fragment of the *niaD* ORF was amplified by PCR using genomic wild type DNA and primer niaD ATG F and niaD 1428 *EcoRI* R. Use of primer niaD 1557 *BamHI* F and niaD 2957 R yielded the 3'-fragment of the *niaD* ORF. Together with the *argB* coding fragment, possessing *EcoRI* and *BamHI* restriction site, the 5'-ORF (~ 1.4 kb) and 3'-ORF (~ 1.4 kb) fragments were ligated into pGEM-Teasy plasmid (Promega) via T/A overhangs obtaining the *niaD* deletion cassette. For transformation the cassette was *NotI* released from the plasmid and 1 µg of the linear fragment used for transformation of strain *crnA*⁻ *crnB*⁻. *niaD* replacement was screened by PCR using primer niaD F / arg flavo ko R and niaD ATG F / niaD 2957 R and confirmed by Southern blot analysis.

Intracellular NO₃⁻ and NO₂⁻ measurements

The method is based on published procedures by Narendja et al., 2002, Miranda et al., 2001 and Inselbacher et al., 2009 with minor modifications as described herein. Approximately 150 mg frozen mycelia (wet weight) were extracted with 1 ml 70% ethanol, using 200 µl glass beads (0,75-1 mm, Roth) in a RiboLyser (Hybaid, amplitude 4.5, 45 seconds). After pelleting of cell debris (Biofuge pico, Heraeus, 13,000rpm, 4°C) the supernatant was transferred into a fresh 2 ml Eppendorf tube, and the pellet re-extracted once again. Pooled phases were evaporated in a Speed Vac Concentrator (Savant). Until further analysis samples were stored

at -20 °C. Dried sample were dissolved in 600 µl bi-distilled water and turbidity reduced by extraction with equal volume of chloroform. Further measurement was performed in 96 wells microtitre plates. 50 µl of the aqueous layer were mixed with 50 µl vanadium(III)chloride solution (Sigma, 0.8% (w/v) in 1 M HCl) chemically reducing present NO_3^- to NO_2^- . Subsequently, 50 µl of a 1:1 mix of N-(1-Naphthyl)ethylenediamine dihydrochloride (Sigma, NEDD, 0.02% (w/v)) and sulfanilamide (Sigma, SULF, 1% (w/v)) were added and the plate incubated at 37 °C for 45 minutes. Absorbance of the coloured product was measured at 540 nm using a plate reader (Victor2, Wallac, 1420 Multilabel Counter) representing total NO_2^- levels. To quantify NO_2^- concentrations addition of vanadium(III)chloride was skipped. Nitrogen standards, NO_3^- or NO_2^- , ranging from 0.02 to 5 ppm nitrogen were used for calculation of NO_3^- and NO_2^- values. NO_3^- was calculated as difference of total NO_2^- , including chemically reduced NO_3^- , and intrinsic NO_2^- amounts. Detected µg of NO_3^- or NO_2^- were normalized to dry weight (DW) values of the extracted biomass, after 72 h at 60°C, resulting in µg NO_3^- or NO_2^- g⁻¹ DW ratios. For detection of low NO_3^- values in presence of high NO_2^- background the analytical setup was limited. Analysis of NO_3^- standards in presence of increasing NO_2^- showed bias from standard dilutions without NO_2^- addition. Therefore, NO_3^- levels of WT [NO], *fhbAΔ fhbBΔ* [NO] and *nirA*⁻ [NO] samples, showing high NO_2^- concentrations, are regarded as non detectable (n.d.). Results of a representative experiment, including standard deviation of a technical repetition are given in Figure 6.

Nitrate reductase (NR) activity assay.

After cultivation on various N-sources, 200 mg mycelia (wet weight) were directly processed without an intermediate freezing step. Aliquots were placed in 1.5 ml reaction tubes containing 500 µl glass beads (0.75-1 mm) and 500 µl pre-chilled protein extraction buffer (100 mM phosphate buffer pH 7.5, 1 mM EDTA, 1 mM PMSF and a protease inhibitors (Sigma). Cells were broken using the Ribolyzer (Hybaid) at settings amplitude 4.5 for 35

seconds. Prior and after cell disruption samples were cooled on ice. Cell debris was sedimented by centrifugation (4°C, 13,000 rpm, 15 min), the supernatant was recovered and stored on ice until further use. The protein concentration of cell lysates was determined using BCA assay (Pierce) and samples were diluted to a protein concentration of 1 mg/ml. The nitrate reductase assay mixture comprised 100 µl 8 mM NaNO₃, 50 µl NAD(P)H/FAD solution, prepared according to manufacturer's instructions (Roche), and 4 µl protein extract (1 mg/ml) or 4 µl fungal nitrate reductase (0,005 – 1 U/ml) supplied with the kit. Mixtures were incubated at 25°C for 30 minutes before addition of 50 µl colour reagent I and 50 µl colour reagent II. The reaction of NO₂⁻ with sulfanilamide and N-(1-naphthyl)-ethylene-diamine resulting in the diazo-dye adduct was detected (540 nm) after 15 minutes of incubation in the dark. Units were calculated by referring to the linear range of the nitrate reductase calibration curve obtained with purified NR from the kit.

Supplementary Table 1

Amino acid levels (nmol/mg DW) in the wild type at time point 0 (after starvation period of 30 min.) and subsequently after induction by 10 mM NO₃

time[min]	0		10		20		30		40		50		60		90		120		180	
	mean	sd	mean	sd	mean	sd	mean	sd	mean	sd	mean	sd	mean	sd	mean	sd	mean	sd	mean	sd
Asp	11,45	2,34	14,54	3,71	14,86	4,87	14,66	3,34	12,46	4,01	11,16	2,94	8,52	0,44	8,37	0,99	9,39	1,06	12,05	1,74
Glu	61,77	1,71	68,53	1,46	68,31	3,72	69,05	1,46	60,66	0,86	54,75	2,43	49,96	5,42	54,64	6,13	57,55	0,63	63,04	8,72
Asn	14,49	1,48	14,41	0,10	10,67	0,76	7,07	1,01	4,11	0,79	3,04	1,33	2,69	0,95	3,95	1,06	4,58	0,68	6,28	0,853
Ser	7,62	0,95	8,25	0,15	8,06	0,49	7,33	1,29	6,72	0,56	7,07	0,42	7,21	0,68	7,07	1,19	6,70	0,09	7,63	1,146
His	4,08	0,47	4,40	0,62	4,20	0,17	4,50	0,04	5,09	1,62	5,40	1,35	4,85	1,31	2,90	0,64	2,44	0,64	2,29	0,771
Gln	61,82	10,56	58,69	5,24	47,75	4,44	34,98	9,80	20,99	9,64	16,78	9,23	22,78	6,39	60,82	2,37	49,82	3,58	70,07	2,754
Gly	7,32	2,36	7,35	0,38	6,82	1,43	5,03	1,97	3,63	1,17	2,94	1,13	2,72	1,08	2,31	1,20	1,83	0,77	2,39	1,208
Thr	3,18	0,02	3,14	0,01	3,05	0,02	2,78	0,18	2,65	0,44	2,53	0,38	2,32	0,37	2,16	0,21	2,10	0,03	2,54	0,226
Arg	32,08	3,54	33,88	3,07	33,47	2,03	34,49	4,14	30,20	2,91	30,63	1,04	29,83	1,42	26,79	4,21	23,92	1,53	23,58	3,166
Ala	12,33	5,91	13,58	2,92	14,90	4,02	11,95	4,57	9,53	4,88	7,51	5,05	7,20	4,78	12,00	5,51	10,57	2,31	16,73	4,173
Tyr	1,07	0,46	0,92	0,37	0,84	0,36	0,80	0,40	0,76	0,37	0,77	0,31	0,74	0,28	0,82	0,43	0,74	0,43	0,82	0,404
Val	2,58	0,63	2,28	0,76	1,89	0,64	1,69	0,60	1,66	0,60	1,62	0,63	1,55	0,63	1,76	0,89	1,49	0,61	1,76	0,751
Ile	0,89	0,12	0,76	0,18	0,63	0,15	0,55	0,14	0,54	0,14	0,54	0,17	0,51	0,18	0,53	0,30	0,45	0,23	0,58	0,297
Phe	0,25	0,10	0,18	0,06	0,15	0,04	0,14	0,03	0,15	0,04	0,21	0,05	0,22	0,03	0,24	0,10	0,20	0,09	0,26	0,133
Leu	1,00	0,30	0,82	0,25	0,87	0,19	0,86	0,16	0,96	0,20	1,07	0,13	1,07	0,17	0,98	0,47	0,87	0,37	1,04	0,431
Lys	16,52	3,45	17,11	2,78	17,17	3,77	17,26	4,07	15,10	3,97	14,51	1,69	6,17	0,86	11,39	5,04	9,98	4,66	9,53	4,616
Met	0,48	0,12	0,44	0,05	0,44	0,00	0,40	0,05	0,37	0,00	0,40	0,01	0,39	0,01	0,44	0,05	0,42	0,04	0,52	0,05

Amino acid levels (nmol/mg DW) in the wild type at the beginning of starvation period (-30), at time point 0 (after starvation period of 30 min.) and subsequent incubation in the absence of any nitrogen source

time[min]	-30		0		30		60		90		120	
	mean	sd	mean	sd	mean	sd	mean	sd	mean	sd	mean	sd
Asp	13,21	1,33	7,507	0,179	20,27	0,369	22,99	0,777	19,6	1,734	17,67	1,363
Glu	65,17	5,05	44,14	0,945	74,4	1,12	66,94	1,753	48,76	2,439	54,65	3,543
Asn	18,72	1,95	20,05	0,662	18,93	0,183	10,66	0,397	1,98	0,24	1,7	0,298
Ser	8,632	0,45	6,387	0,395	9,138	0,159	6,946	0,168	5,972	0,007	6,912	0,753
His	6,895	0,56	5,52	0,268	5,959	0,167	6,177	0,234	6,717	1,046	6,414	0,716
Gln	148,3	9,14	94,24	2,291	61,9	0,861	32,36	0,953	7,218	0,305	9,254	0,737
Gly	7,132	0,29	5,43	0,859	6,596	0,103	4,118	0,127	2,604	0,069	3,183	0,645
Thr	3,196	0,2	3,329	0,097	3,371	0,04	2,744	0,191	2,904	0,294	3,162	0,428
Arg	41,19	2,81	35,01	0,921	39,67	0,458	36,54	1,038	33,3	0,99	31,25	2,871
Ala	37,62	1,23	23,67	0,292	20,89	0,507	13,98	0,047	5,761	0,022	8,546	1,026
Tyr	1,392	0,05	1,911	0,045	1,455	0,131	1,198	0,027	1,368	0,026	1,263	0,084
Val	2,44	0,2	4,147	0,114	2,513	0,022	1,537	0,02	1,492	0,102	1,516	0,259
Ile	0,911	0,06	1,756	0,072	0,908	0,006	0,517	0,007	0,781	0,015	0,72	0,081
Phe	0	0	0	0	0	0	0,132	0,015	0,314	0,16	0,497	0,102
Leu	0,895	0,04	1,766	0,032	0,957	0,02	0,918	0,011	1,452	0,052	1,32	0,208
Lys	16,61	0,67	15,25	0,293	18,48	0,463	16,76	0,523	15,37	0,573	15,94	1,851
Met	0,412	0	0,316	0,014	0,273	0,043	0,341	0,018	0,376	0,023	0,367	0,077

Supporting Table ST 1. Levels of free amino acids determined by HPLC according to previously published procedures (Berger et al., 2008). The mean of three independent experiments are shown along with the calculated standard deviation (sd).

Supporting Table ST 2A: Functional Categories (FunCat)

FunCat	6(-d-)	45(d--)	3(--u)	4(-u-)	72(u--)	1(u-u)	1(uu-)	3(uuu)
amino acid metabolism (01.01)		1	1		8	1	1	1
nitrogen, sulfur and selenium metabolism (01.02)	1				5	1	1	1
nucleotide/nucleoside/nucleobase metabolism (01.03)					2			
phosphate metabolism (01.04)					1			
C-compound and carbohydrate metabolism (01.05)	1	2			7			
lipid, fatty acid and isoprenoid metabolism (01.06)		2			4			
metabolism of vitamins, cofactors, and prosthetic groups (01.07)					1			
secondary metabolism (01.20)		2			4			
glycolysis and gluconeogenesis (02.01)					2			
anaplerotic reactions (02.09)					1			
tricarboxylic-acid pathway (citrate cycle, Krebs cycle, TCA cycle) (02.10)					2			1
electron transport and membrane-associated energy conservation (02.11)					1			
respiration (02.13)					1			
fermentation (02.16)					1			
energy conversion and regeneration (02.45)					1			
DNA processing (10.01)		1						
cell cycle (10.03)		2			1			
RNA synthesis (11.02)	1				1			
RNA processing (11.04)	1	2						
protein folding and stabilization (14.01)					2			
protein modification (14.07)		1			2			
protein/peptide degradation (14.13)				1	2			
protein binding (16.01)		2						
nucleic acid binding (16.03)		2						
nucleotide/nucleoside/nucleobase binding (16.19)					1			
complex cofactor/cosubstrate/vitamine binding (16.21)					4			1
transported compounds (substrates) (20.01)	2	1		1	13			2
transport facilities (20.03)		1		1	8			1
transport routes (20.09)	1	1		1	5			1
cellular signalling (30.01)		1						
stress response (32.01)		1			6			
disease, virulence and defense (32.05)		1			3			
detoxification (32.07)		1			2			
degradation / modification of foreign (exogenous) compounds (32.10)					1			
homeostasis (34.01)					2			2
cellular sensing and response to external stimulus (34.11)	1				3			
cell wall (42.01)		2			1			1
funeral/microorganismic cell type differentiation (43.01)		1			2			1

Supporting Table ST2A. Number of DEGs assigned to functional classifications (reduced to the a second level). The total number of genes affected by the three different conditions are given in front of the brackets, symbols within brackets are according to nomenclature used in the VENN diagram (Figure 2). d, down-regulated, u, up-regulated. The sum of the individual FunCat-assigned genes can exceed the total number of DEGs for a given condition because one gene can be assigned to more than category

Supportiung Table ST2B: Significantly over-represented categories

FunCat	6(-d-)	45(d--)	3(--u)	4(-u-)	72(u--)	1(u-u)	1(uu-)	3(uuu)
amino acid metabolism (01.01)					8	1	1	
nitrogen, sulfur and selenium metabolism (01.02)					5	1	1	
anaplerotic reactions (02.09)					1			
tricarboxylic-acid pathway (citrate cycle, Krebs cycle, TCA cycle) (02.10)					2			1
transported compounds (substrates) (20.01)					13			2
transport facilities (20.03)					8			
homeostasis (34.01)								2
cell wall (42.01)								1

Supporting Table ST2B. Number of genes assigned to functional classifications (reduced to the a second level). Only categories which are significantly overrepresented compared to the genomic distribution are shown.

Supporting Table 3. *A. nidulans* genes that positively respond to NO₃ induction in the wild type

Gene number ¹	ratio ²	P-value	known or putative function ³	NirA-BS ⁴
**AN1007**	5,90	2,64E-07	<i>niiA</i> ; nitrite reductase	2 [IGR]
**AN0399**	5,31	4,40E-09	<i>crnB</i> (<i>nrtB</i>) ; NO ₃ transporter high affinity	-454
**AN5120**	4,90	1,08E-02	hypothetical protein	-379
AN2134	4,90	1,58E-02	conserved hypothetical protein	
AN7539	4,77	7,27E-10	putative hydrophobin	
AN3206	4,69	1,75E-02	similar to glucose-methanol-choline (GMC) oxidoreductases	
AN7343	4,50	1,93E-02	predicted Zn(II)2Cys6-domain containing transcription factor	
AN11493	4,42	2,02E-02	hypothetical protein (predicted 54 aa)	
AN3968	4,13	2,36E-02	conserved hypothetical protein	
**AN1008**	4,02	1,85E-07	<i>crnA</i> (<i>nrtA</i>) ; NO ₃ transport high affinity	-767
AN11628	3,89	2,71E-02	hypothetical protein (predicted 51 aa)	
**AN1006**	3,85	9,39E-07	<i>niaD</i> ; nitrate reductase	2 [IGR]
AN1791	3,85	2,77E-02	conserved hypothetical protein	
AN5405	3,81	2,84E-02	predicted bZIP-containing transcription factor similar to stress-induced XBP1	
AN5558	3,62	4,89E-08	<i>alp1</i> ; starvation-induced vacuolar protease	
**AN10464**	3,60	3,22E-02	conserved hypothetical protein	-84
**AN7169**	3,60	7,66E-07	<i>fhbA</i> ; NirA-dependent flavohemoglobin	-225
AN0180	3,59	3,17E-03	predicted enoyl-coA hydratase involved in acetyl coA and lipid metabolism	
AN11316	3,53	3,37E-02	hypothetical protein (predicted 55 aa)	
AN3541	3,53	3,38E-02	conserved hypothetical protein	
AN1261	3,51	2,74E-02	conserved hypothetical protein	
AN1659	3,50	2,80E-08	predicted amino acid transporter	
AN2834	3,43	3,59E-02	conserved hypothetical protein with similarity to GDSL-type lipase	
AN1737	3,43	3,61E-02	conserved hypothetical protein with predicted cyt. P450 domain	
AN10289	3,39	3,70E-02	predicted SM-related DMATS-type aromatic prenyltransferases	
AN7988	3,39	3,70E-02	conserved hypothetical protein	
**AN6414**	3,39	3,70E-02	conserved hypothetical protein with predicted cyt. P450 domain	-673
¹ Gene number according to Fungal Genome Database at Broad Institute<br>² ratio between NH ₄ -repressed and NO ₃ -induced cells expressed as log ₂ value<br>³ established gene function or predicted function according to CADRE Initiative annotation<br>⁴ NirA binding sites have been studied for the 4 sites present in the <i>niiA</i> - <i>niaD</i> intergenic region (IGR)<br>position of other binding sites are derived from bioinformatic analysis of -1kb regions				

Gene number ¹	ratio ²	P-value	known or putative function ³	NirA-BS ⁴
AN9242	3,37	1,82E-02	conserved hypothetical protein	
AN11030	3,32	3,87E-02	predicted NADP-coupled glycerol dehydrogenase	
AN6942	3,28	3,97E-02	conserved hypothetical protein	
AN7358	3,20	1,15E-02	predicted dihydroxy-acid dehydratase; biosynthesis of Val, Leu, Iso and coA	
**AN3611**	3,20	4,21E-02	conserved hypothetical protein	-500
AN3340	3,16	4,31E-02	conserved hypothetical protein	
AN11471	3,16	4,32E-02	hypothetical protein (predicted 51 aa)	
**AN10188**	3,16	4,32E-02	conserved hypothetical protein with guanylate kinase domain	-767
AN0587	3,12	4,46E-02	conserved hypothetical protein with similarity to HSP70 chaperone	
AN6410	3,06	4,62E-02	conserved hypothetical protein	
AN2793	3,04	4,82E-09	<i>leu2B</i> ; isopropylmalat-dehydrogenase involved in Leu and Glu biosynthesis	
AN9215	3,04	4,72E-02	hypothetical protein	
AN8027	3,03	1,56E-02	conserved hypothetical protein	
**AN10431**	3,02	4,76E-02	conserved hypothetical protein	-844
AN7222	3,02	4,76E-02	conserved hypothetical protein with GTP-binding domain	
AN4367	2,99	4,89E-02	predicted class-III chitin synthetase	
AN9185	2,98	4,91E-02	conserved hypothetical protein	
AN10049	2,76	7,39E-03	scytalone dehydratase involved in monodictyphenone biosynthesis	
AN11046	2,72	1,24E-06	conserved hypothetical protein	
AN5886	2,71	6,25E-06	<i>luA</i> ; isopropylmalat isomerase involved in biosynthesis of Leu	
AN8445	2,65	1,09E-05	predicted mainopeptidase-Y involved in vacuolar protein degradation	
AN6633	2,53	3,03E-02	conserved hypothetical protein	
AN2602	2,53	3,45E-02	conserved hypothetical protein with lipase/esterase domain	
**AN3181**	2,51	7,72E-05	conserved hypothetical protein with protein kinase domain	-918
AN3504	2,50	6,90E-03	conserved hypothetical protein with similarity to alpha-glucosidase	
AN2944	2,46	2,30E-07	<i>tamA</i> ; transcriptional co-activator interacting with AreA	
**AN8647**	2,44	4,39E-05	<i>nitA</i> ; nitrite transporter	-344
AN6933	2,44	5,86E-03	conserved hypothetical protein with similarity to mitochondrial malic enzyme	

- 1 Gene number according to Fungal Genome Database at Broad Institute
2 ratio between NH4-repressed and NO3-induced cells expressed as log2 value
3 established gene function or predicted function according to CADRE Initiative annotation
4 NirA binding sites have been studied for the 4 sites present in the niiA-niaD intergenic region (IGR)
position of other binding sites are derived from bioinformatic analysis of -1kb regions

Gene number ¹	ratio ²	P-value	known or putative function ³	NirA-BS ⁴
AN6118	2,41	1,31E-02	conserved hypothetical protein with similarity to amino acid transporters	
AN9329	2,40	1,68E-02	conserved hypothetical protein	
AN5771	2,34	1,82E-03	conserved hypothetical protein	
AN0660	2,34	4,91E-04	<i>furA</i> ; allantoin transporter protein	
AN1061	2,25	7,19E-06	conserved hypothetical protein with similarity to GABA permeases	
**AN0627**	2,25	1,53E-08	conserved hypothetical protein with PI-3-P membrane binding domain	-803
AN0811	2,23	2,23E-02	conserved hypothetical protein with similarity to amino acid transporters	
AN7769	2,23	3,24E-02	conserved hypothetical protein	
AN6076	2,19	2,78E-02	conserved hypothetical protein with SNF2-type helicase domain	
**AN8439**	2,16	4,06E-02	conserved hypothetical protein	-598
**AN0380**	2,14	4,75E-02	conserved hypothetical protein with similarity to prolyl cis-trans isomerases	-644
AN11489	2,14	2,89E-11	hypothetical protein (predicted 23 aa)	
AN9451	2,08	1,22E-08	conserved hypothetical protein	
AN8557	2,06	3,79E-02	conserved hypothetical protein	
AN8558	2,05	4,11E-02	conserved hypothetical protein	
AN0628	2,00	3,33E-04	predicted D-lactate dehydrogenase involved in pyruvate-acetyl-coA metabolism	

Supporting Table 4. *A. nidulans* genes that positively respond to N-limitation in the wild type and *nirA*⁻ strain

		ratios in different experiments ²				
Gene number ¹	Group ³	ratio e2	P-value	ratio e3	P-value	known or putative function ⁴
WT ^N						
AN8903	(-u-)	3,27	1,07E-02	1,64	2,31E-03	hypothetical protein with similarity to MFS-family peptide transporter
AN2572	(-u-)	2,94	2,29E-02	0,81	4,03E-04	hypothetical protein with similarity to dipeptidyl-peptidase
AN1404	(-u-)	2,57	1,66E-02	-2,43	2,61E-01	conserved hypothetical protein with predicted diacylglycerol kinase domain
AN1927	(-u-)	2,39	1,22E-02	0,58	6,00E-01	predicted Zn(II)2Cys6-domain containing transcription factor
WT ^N WT ^{NO3}						
AN4159	(uu-)	2,22	1,16E-02	1,98	3,14E-03	<i>glnA</i> ; glutamine synthetase
WT ^{all}						
AN0418	(uuu)	3,85	1,05E-03	2,88	3,90E-05	<i>dur3</i> ; urea transporter
AN4376	(uuu)	3,18	3,73E-04	4,97	5,33E-09	<i>gdhA</i> ; NADP-specific glutamate dehydrogenase
AN7463	(uuu)	2,43	7,42E-04	4,50	2,16E-06	<i>meaA</i> ; low affinity ammonium transporter
WT/ <i>nirA</i> ^{NO3}						
AN5134	(u-u)	1,58	1,87E-02	2,76	6,10E-06	<i>gltA</i> ; NAD-specific glutamate dehydrogenase
<i>nirA</i> ^{NO3}						
AN3991	(--u)	1,96	4,71E-02	5,82	9,77E-03	hypothetical protein with similarity to glucuronyl hydrolases
AN7183	(--u)	1,04	2,00E-01	2,90	5,34E-03	conserved hypothetical protein
AN1731	(--u)	0,31	4,27E-01	2,27	2,77E-04	<i>prnD</i> ; proline dehydrogenase

1 Gene number according to Fungal Genome Database at Broad Institute

2 ratio between two conditions in each of the experiments expressed as log2 value

3 (-u-), upregulated in WT/ -N (e2); (uu-), upregulated in WT -N (e2) and WT/NO₃ (e1); (uuu), upregulated in (e1), (e2) and (e3)
(u-u), upregulated in WT/-N (e2) and *nirA*⁻/NO₃ (e3); (--u), upregulated in *nirA*⁻/NO₃

4 established gene function or predicted function according to CADRE Initiative annotation

Supporting Table 5. A. nidulans genes that negatively respond to NO₃ induction in the wild type

Gene number ¹	ratio ²	P-value	known or putative function ³	
AN11308	-4,29	2,16E-02	hypothetical protein	
AN10470	-4,00	2,53E-02	predicted DNA-polymerase III delta subunit	
AN8788	-4,00	7,40E-04	Mariner-6 transposase; overlaps with monocarboxylate transporter	
AN11326	-3,77	2,91E-02	hypothetical protein	
AN7811	-3,74	2,96E-02	stcO; sterigmatocystin biosynthesis gene	
AN1587	-3,67	3,09E-02	hypothetical protein	
AN11293	-3,64	3,14E-02	hypothetical protein	
AN5326	-3,62	3,18E-02	conserved hypothetical protein	
AN11624	-3,62	3,19E-02	hypothetical protein	
AN8435	-3,57	3,30E-02	hypothetical protein	
AN11403	-3,54	7,98E-03	hypothetical protein	
AN10951	-3,42	3,73E-03	conserved hypothetical protein	
AN11255	-3,40	3,67E-02	hypothetical protein	
AN6001	-3,35	3,79E-02	asperthicin-biosynthesis gene	
AN7772	-3,26	4,04E-02	conserved hypothetical protein with predicted cyt. P450 domain	
AN7820	-3,26	4,04E-02	afIR; sterigmatocystin cluster transcriptional activator	
AN2543	-3,24	4,09E-02	conserved hypothetical protein similar to rhamnogalacturan lyase	
AN2483	-3,22	4,15E-02	conserved hypothetical protein	
AN11101	-3,15	4,34E-02	conserved hypothetical protein	
AN8980	-3,12	4,43E-02	alcM; ethanol catabolic gene	
AN10812	-3,04	4,71E-02	conserved hypothetical protein	
AN11210	-3,01	4,80E-02	conserved hypothetical protein	
AN2804	-2,97	4,95E-02	conserved hypothetical protein similar to beta galactosidase	
AN6160	-2,87	1,97E-03	conserved hypothetical protein similar to Psf2 3' end mRNA processing protein	
AN8142	-2,81	2,60E-03	conserved hypothetical protein similar to UbiA-like prenyltransferase	
AN10746	-2,80	1,74E-02	conserved hypothetical protein similar to MOSC-domain containing Fe-S cluster delivering enzymes	
AN10082	-2,74	3,05E-02	conserved hypothetical protein with Ser/Thr kinase domain	
AN6736	-2,72	1,94E-02	conserved hypothetical protein	

1 Gene number according to Fungal Genome Database at Broad Institute

2 ratio between NH₄-repressed and NO₃-induced cells expressed as log2 value

3 established gene function or predicted function according to CADRE Initiative annotation

Gene number ¹	ratio ²	P-value	known or putative function ³	
AN1649	-2,66	9,76E-03	conserved hypothetical protein	
AN3409	-2,63	2,53E-02	hypothetical protein	
AN7665	-2,59	4,25E-02	conserved hypothetical protein similar to exosome complex subunit Rrp46	
AN8323	-2,49	4,45E-02	conserved hypothetical protein	
AN0482	-2,36	1,40E-02	conserved hypothetical protein with ubiquitin-conjugating enzyme domain	
AN11449	-2,34	2,71E-02	hypothetical protein	
AN7728	-2,30	1,73E-02	conserved hypothetical protein	
AN1574	-2,28	3,36E-02	hypothetical protein	
AN6693	-2,25	1,24E-02	hypothetical protein	
AN11121	-2,24	1,85E-02	hypothetical protein	
AN0383	-2,19	2,23E-02	conserved hypothetical protein similar to endo mannanase	
AN11480	-2,18	4,09E-02	hypothetical protein	
AN3549	-2,16	1,74E-02	conserved hypothetical protein	
AN10059	-2,08	3,22E-04	predicted ZN(II)C6 domain containing transcription factor; NirA binding site in 1kb 5' region	
AN10344	-2,02	2,89E-05	conserved hypothetical protein with predicted nucleotide-binding domain	
AN8405	-2,02	1,94E-02	conserved hypothetical protein with similarity to aspyridone monooxygenase	

Supporting Table 6. *A. nidulans* genes that negatively respond to N-limitation in the wild type

Gene number ¹	ratio ²	P-value	known or putative function ³
**AN3396**	-3,69	1,22E-02	conserved hypothetical protein with similarity to panthotenylntrsnferase (NRPS)
**AN1825**	-2,56	2,41E-02	conserved hypothetical protein with similarity to sulfide:quinone oxidoreductase
**AN5734**	-2,45	2,61E-02	conserved hypothetical protein with similarity to MFS-type quinate transporter
**AN0944**	-2,27	3,01E-02	predicted ATP-dependent RNA helicase similar to Rok1
**AN9140**	-2,17	3,27E-02	conserved hypothetical protein with similarity to MFS-type amino acid transporter
**AN1303**	-2,07	2,35E-02	predicted Zn(II)2Cys6-domain containing transcription factor

1 Gene number according to Fungal Genome Database at Broad Institute

2 ratio between NH₄-repressed and N-limited cells (60 min.) expressed as log₂ value

3 established gene function or predicted function according to CADRE Initiative annotation

Supporting Table 7.: *A.nidulans* strain list.

Strain	Genotype	Reference
**Wild type bio**	<i>veA1, biA1, yA2</i>	this study
**Wild type paba**	<i>veA1, pabaA1</i>	FGSC
**WT <i>hER</i> II/4**	<i>veA1, argB2_{Bgl II}, riboA1</i>	(Pachlinger <i>et al.</i> , 2005)
**SAA.111**	<i>veA1, biA1, ΔargB :: trpC, riboB2, pyroA4, wA3</i>	(Monahan <i>et al.</i> , 2002)
**<i>niaDΔ</i>**	<i>veA1, biA1, pyrG89, niaDΔ, wA3</i>	this study
**<i>fhbAΔ</i>**	<i>veA1, biA1, yA2</i>	this study
**<i>fhbBΔ</i>**	<i>veA1, biA1, yA2</i>	this study
**<i>fhbAΔ fhbBΔ</i>**	<i>veA1, biA1, argB2, fhbAΔ::argB, fhbBΔ::argB, yA2</i>	this study
**<i>fhbAΔ fhbBΔ niaDΔ</i>**	<i>veA1, biA1, fhbAΔ::argB, fhbBΔ::argB, niaDΔ</i>	this study
**<i>nirA⁻</i>**	<i>veA1, pabaA1, nirA637</i>	(Muro-Pastor <i>et al.</i> , 1999)
**<i>areA⁻</i>**	<i>veA1, biA1, pantoB100</i>	(Kudla <i>et al.</i> , 1990)
**<i>crnA⁻ crnB⁻</i>**	<i>veA1, biA1, pabaA1, argB2, crnA747, crnB110, argB complemented</i>	(Unkles <i>et al.</i> , 2001) and this study
**<i>crnA⁻ crnB⁻ niaDΔ</i>**	<i>veA1, biA1, pabaA1, argB2, crnA747, crnB110, niaDΔ::argB</i>	this study
**<i>niiA⁻</i>**	<i>veA1, biA1, niiA4, pyroA4, nkuAΔ::bar</i>	(Cove and Pateman, 1963)
**<i>nirAΔ</i>**	<i>veA1, pyrG89, argB2, riboB2, pyroA4, nkuAΔ::argB, nirAΔ::riboB fum,</i>	this study

References for Supporting Table 7

- Cove, D.J., and Pateman, J.A. (1963) Independently segregating genetic loci concerned with nitrate reductase activity in *Aspergillus nidulans*. *Nature* **198**: 262-263.
- Kudla, B., Caddick, M.X., Langdon, T., Martinez-Rossi, N.M., Bennett, C.F., Sibley, S., Davies, R.W., and Arst, H.N., Jr. (1990) The regulatory gene *areA* mediating nitrogen metabolite repression in *Aspergillus nidulans*. Mutations affecting specificity of gene activation alter a loop residue of a putative zinc finger. *EMBO J* **9**: 1355-1364.
- Monahan, B.J., Unkles, S.E., Tsing, I.T., Kinghorn, J.R., Hynes, M.J., and Davis, M.A. (2002) Mutation and functional analysis of the *Aspergillus nidulans* ammonium permease MeaA and evidence for interaction with itself and MepA. *Fungal Genet Biol* **36**: 35-46.
- Muro-Pastor, M.I., Gonzalez, R., Strauss, J., Narendja, F., and Scazzocchio, C. (1999) The GATA factor AreA is essential for chromatin remodelling in a eukaryotic bidirectional promoter [published erratum appears in *EMBO J* 1999 May 4;18(9):2670]. *EMBO J* **18**: 1584-1597.
- Pachlinger, R., Mitterbauer, R., Adam, G., and Strauss, J. (2005) Metabolically independent and accurately adjustable *Aspergillus sp.* expression system. *Appl Environ Microbiol* **71**: 672-678.
- Unkles, S.E., Zhou, D., Siddiqi, M.Y., Kinghorn, J.R., and Glass, A.D. (2001) Apparent genetic redundancy facilitates ecological plasticity for nitrate transport. *EMBO J* **20**: 6246-6255.

Supporting Table 8.: Primers used for cloning and Northern probes.

**primers for <i>fhbA</i> and <i>fhbB</i> deletion cassette construction**	
**flav 35 Pr F**	GGAAATTGACATCAGCAGTGGGT
**flav 35 Pr R <i>ClaI</i>**	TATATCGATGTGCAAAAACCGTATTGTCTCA
**flav 35 T F <i>BamHI</i>**	CGAGGATCCCATAACCAGCAGCATTACGA
**flav 35 T R**	ATCACTCCGGCGAAATCTCATC
**flav 71 Pr F**	ACCACGGTCGCGATTATGAG
**flav 71 Pr R <i>EcoRI</i>**	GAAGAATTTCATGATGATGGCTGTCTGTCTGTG
**flav 71 T F <i>ClaI</i>**	TAGATCGATCCATCACGGGAGCTTCAAACT
**flav 71 T R**	AGCAAAGAACTCCGAAAAACACC
**arg flavo ko R**	CATGAACTTCCAGCCCTCCTTAG
**arg flavo ko F**	GGGCTATCAAGTCGGGGTCAAT
**arg flavo ko <i>ClaI</i>**	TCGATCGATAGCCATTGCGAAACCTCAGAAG
**flav 35 P F check**	CCGCTGCTCCTTGTCTCTTGA
**flav35 T R check**	TTCGTGAATGCTGCTGGTTA
**flav 71 P F check**	CCCGACATTGAAAGCAGGACAG
**flav 71 T R check**	CGAAAAAATACAGTCAAATCAGAAGAA
**primers for <i>fhbA</i> and <i>fhbB</i> knock out screening**	
**flav 35 ORF F**	GCCTGCCGCTCTTGCTCAT
**flav 35 ORF R**	CATGATATTGGCTAGCGTCTCCTT
**flav 71 ORF F**	CGAACAAATCCAGCTCATCAAGG
**flav 71 ORF R**	ACGCGACCCTTGTATGTGTAGTTC
**primers for <i>nirA</i>Δ deletion cassette construction**	
**nirA Pr-1714_F**	CAACGGATGGTGCTAAGGAAAGAAG
**nirA Pr-1_ <i>ClaI</i>_R**	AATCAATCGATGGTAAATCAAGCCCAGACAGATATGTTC
**nirA T+1_ <i>BamHI</i>_F**	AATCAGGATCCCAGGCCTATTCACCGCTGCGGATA
**nirA_T+1658_R**	CGGAGAAGAAGCGCATAAGTGATAGG
**primers for <i>nirA</i> knock out screening**	
**nirA Pr -1790_F**	GTCTCACGGTCGGGAAGAACAGC
**nirA 557 R**	ATGTATTACCGCATTTGACA
**primers for <i>niaD</i>Δ deletion cassette construction**	
**niaD_ATG_F**	ATGTCTACAACCGTCACACAAGTGC
**niaD_1428_ <i>EcoRI</i>_R**	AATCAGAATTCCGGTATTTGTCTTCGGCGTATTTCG
**niaD_1557_ <i>BamHI</i>_F**	AATCAGGATCCCGCGCAATGGACGAAGCAC
**niaD_2957_R**	CTCCTCTTTCCATCCCAACGAC
**primers for <i>niaD</i> knock out screening**	
**niaD_F**	GCAGCGGGCGGCTGCCAACTG
**arg flavo ko R**	CATGAACTTCCAGCCCTCCTTAG
**niaD_ATG_F**	ATGTCTACAACCGTCACACAAGTGC
**niaD_2957_R**	CTCCTCTTTCCATCCCAACGAC
**primers for Northern probes**	
<i>niaD</i> (~ 2950 bp)	
**niaD ATG F**	ATGTCTACAACCGTCACACAAGTGC
**niaD 2957 R**	CTCCTCTTTCCATCCCAACGAC
<i>niiA</i> (~ 1320 bp)	
**niiA F**	CATCATGCCGTTGCTGGACG
**niiA R**	GCTTAGGTCCGGCCTGTTG
<i>fhbA</i> (~ 1040 bp)	
**flav 71 ORF F**	CGAACAAATCCAGCTCATCAAGG
**flav 71 ORF R**	ACGCGACCCTTGTATGTGTAGTTC
<i>acnA</i> (~ 750 bp)	
**actin F**	GATCGGTATGGGTCAGAAGGA
**actin R**	CGATGTTGCCGTACAGATCC
<i>18S</i> (1600 bp)	
**18S F**	GAATGGCTCATTAAATCAGTTATCG
**18S R**	CGGGTTTAACCAGCTTCCGGC

How the deposited data were processed for this re-analysis (not part of the article)

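The deposited files hold spot intensities from 15 two-colour arrays, 7 for wild type on nitrate, 4 for starved wild type and 4 for *nirA637* on nitrate, each against ammonium-grown cells of the same strain on the same array. As deposited by the authors, the intensity and background of each spot are raw medians over pixels in both channels, made by the image-extraction software without further normalization. The authors also deposited 1 log2 ratio per oligonucleotide and experiment, made with limma (version not given) from these intensities and condensed over arrays and spots. That table names no gene and was used only for a comparison of sorted values.

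Log2 ratios were computed from the raw intensities in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. Control spots were left out, the background was corrected by normexp with an offset of 50, and arrays were normalized by loess within and Aquantile between arrays. Each ratio was turned to treated over ammonium by the dyes in the sample labels. Spots that the scanning software marked as non-uniform or as population outliers had weight 0. The fit took the 2 spots of an oligonucleotide as correlated by duplicateCorrelation, moderated the variances by eBayes and tested two-sided, adjusting by Benjamini-Hochberg over all oligonucleotides tested. Genes were called at an adjusted p under 0.05, and counted separately at the paper's thresholds (unadjusted p under 0.05 and at least 4-fold). Counts over all genes are of oligonucleotides, and can include the 900 with no gene number and the 37 with 2 different ones. Where a gene had several oligonucleotides, the brightest stood for it. Differences between experiments were contrasts in 1 fit over 15 arrays. Every p-value for a gene in the text is from limma.

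The marks fell on most bright spots of the arrays for wild type on nitrate, and many genes the paper names had no value left. The fit with every spot, set in advance for genes but chosen for lists and overlaps of calls after the data were seen, is printed there beside or in place of the planned main fit, an emphasis also chosen later. Image-extraction software, scan brightness and image-extraction day differ between the experiments and cannot be separated from strain or treatment. In simulated data with the spread and missing spots of the arrays and no dye effect, the fits recovered 86 to 100% of log2 changes of 1, and called 8 to 14 unchanged oligonucleotides. The noise was drawn independently for each oligonucleotide, so the real arrays can detect less.

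Gene lists with at least 3 measured members were tested by camera with a preset correlation of 0.01, and again with an estimated correlation. Differences of lists between experiments were tested with the preset correlation only. Lists came from the paper, from textbook genes and from keywords in the array's annotation, and were written before the data were examined, as were the tests and the settings, except those named as later below. Only 582 oligonucleotides have a description, so keyword lists are small. With marked spots left out 16 lists could be tested for wild type on nitrate, and 25 with every spot. Groups of genes within the paper's supplementary tables were formed after values were seen. The genes named are those of the paper's text and of Tables S4 and S6, the regulators *nirA*, *areA* and *aflR*, and the sterigmatocystin biosynthesis gene *stcO*. Also named are the 10 higher and 10 lower genes with the largest ratio among those called, changed the same way on every array and well above background on 50% of the arrays or more. The 10 largest differences between the strains complete this rule. The values in the paper's tables had been seen when this rule was written. AN8445, AN1659, AN6118, AN1061, AN0811, *areB*, AN2734, AN6010 and *gpdA*, members of lists, were named after their values were seen, as was every gene of a count of 5 or fewer.

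The fits were repeated with plain or no background subtraction, plain subtraction with a ratio on 50% of the arrays or more, median centring, no Aquantile, averaged spots, a dye term, a filter on dim oligonucleotides, every spot in the fit, the image-extraction day as a block, 1 fit over all arrays, and leaving out each array. Settings added after the data were seen were plain subtraction on all spots with control spots, single image-extraction days, and every spot combined with a dye term, with the filter or with an array left out. NirA sites were not searched, as no genome was used here.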

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

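The explanations below were all tested after the results had been seen, including the splits of the arrays.

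Outliers among arrays were sought by Dixon's test in 118 groups, where chance alone gives about 1 in 20, or 5.9, and 5 were found. The array far from the others was at -0.08 for AN5860 in wild type on nitrate (nearest -0.81), 3.63 for AN8903 under starvation (nearest 0.21), 1.9 for AN3181 under starvation (nearest 0.48), 0.21 for *nirA* in the mutant (nearest 0.06), and -0.87 for *gpdA* in wild type on nitrate (nearest -0.54).

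Nitrate wild type and *nirA637* differed, with marked spots left out, by 3.31 for *niiA*, -2.15 for *prnD*, 1.89 for AN5558, 1.66 for *fhbA*, -1.45 for *prnB*, 1.31 for AN2978 and 0.85 for AN6669. Differences of -2.58 for AN3347, -2.03 for AN7771 and -1.11 for AN7654 rest on 1 spot of 1 wild-type array. With every spot in the fit they were -0.31, -0.09 and -0.39, and those of *prnB* and AN6669 were -0.72 and 0.79 and no longer passed (adjusted p = 1 and 0.1). With every spot, differences were -2.74 for *meaA*, 2.74 for *crnB*, 2.27 for AN7539, 1.78 for *niaD*, 1.64 for *crnA* and 1.51 for *leu2B*. The list medians were 1.78 for nitrate assimilation and -0.72 for proline utilization with every spot, and -1.19 for proline utilization with marked spots left out. Outside the genes of the paper's tables, 25 oligonucleotides were higher and 18 lower in wild type on nitrate with marked spots left out.

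Genes of Tables S3 and S5 with a ratio on fewer than 50% of the arrays after plain subtraction had medians of -0.02 and -0.07 once every spot had a value. This is what spots at or near their background would give. Shrinkage of real increases by the offset would leave most ratios of Table S3 above 0. With every spot 19 of 47 were, and 31 with a dye term as well, so shrinkage stays open. These tests cannot say that no such gene responds.

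Arrays of wild type on nitrate with opposite dyes ran against each other, at a median correlation of -0.43, which a gene-specific dye effect would give. Arrays turned the wrong way are excluded, since *niiA*, *gdhA*, *glnA*, *gltA* and *crnB* were all higher on 7 arrays. The image-extraction day is excluded too, as the highest correlation of opposite-dye arrays of 1 day was -0.35.

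The proline genes in *nirA637* had a median of 1.41, and of 0.84 with every spot in the fit. It stayed at 1.05 or more, and at 0.70 or more with every spot, whichever array was left out, so 1 array is not the cause. Their median difference from the starved wild type was 0.91, and 0.55 with every spot, where members ran from -0.03 to 2.04, so the dim scans of the wild type on nitrate stay open as a cause of the gap between strains. The mutant arrays come from 1 image-extraction day, which leaves a day effect open.

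Other splits of the arrays gave as many calls as the real grouping, the real one included, in 4 of 64 for wild type on nitrate (50 calls, highest other 2479), and in 4 of 64 with every spot (312, highest other 4392). The split by dye gave the highest counts, which is structure of the samples, and chance was not excluded. With every spot and a dye term, chosen after the data were seen, only the real grouping gave as many calls, 1 of 63 (987, highest other 299). The split by dye cannot be fitted there, so this setting alone does not exclude chance. For the difference between nitrate wild type and *nirA637* the numbers were 13 of 100 (10, highest other 669) and 9 with every spot (21, highest other 1913), for nitrate minus starved wild type 25 (14, highest other 1388) and 13 (48, highest other 2622), and for *nirA637* minus starved wild type 10 of 35 with every spot (1, highest other 248), so chance was not excluded. With marked spots left out that difference has 0 calls, which 35 of 35 splits reach by construction (highest other 198), so nothing was tested. Starved wild type (8 of 8 with marked spots left out or every spot, 2 of 7 with a dye term) and *nirA637* alone (2 of 8 and 1 of 7) have too few splits to tell.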

How the results depend on the processing

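Settings that combine every spot in the fit with another choice, plain subtraction on all spots and single image-extraction days were chosen after the data were seen, as was every spot for lists and for genes higher in both strains, and the other settings were planned. Counts of called genes moved by over 1.5 times under the settings below, and the cause was not tested.

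With plain subtraction, counts were 13 (wild type on nitrate higher), 1 (wild type on nitrate lower), 77 (wild type on nitrate higher at the paper's thresholds), 61 (wild type on nitrate lower at the paper's thresholds), 10 (starved wild type higher at the paper's thresholds), 6 (starved wild type lower at the paper's thresholds), 244 (nitrate wild type minus *nirA637* higher), 249 (nitrate wild type minus *nirA637* lower), 277 (nitrate minus starved wild type higher), 284 (nitrate minus starved wild type lower). With median centring, counts were 19 (wild type on nitrate higher), 2 (wild type on nitrate lower at the paper's thresholds), 2 (*nirA637* higher), 3 (nitrate wild type minus *nirA637* higher), 2 (nitrate wild type minus *nirA637* lower), 4 (nitrate minus starved wild type higher), 1 (*nirA637* minus starved wild type lower), 1 (lists lower in starved wild type). With averaged spots, counts were 21 (wild type on nitrate higher), 6 (wild type on nitrate lower), 1 (*nirA637* higher), 3 (nitrate wild type minus *nirA637* lower), 3 (nitrate minus starved wild type lower). With a dye term, counts were 105 (wild type on nitrate higher), 82 (wild type on nitrate lower), 3 (starved wild type higher), 93 (*nirA637* higher), 4 (*nirA637* lower), 12 (nitrate wild type minus *nirA637* higher), 9 (nitrate wild type minus *nirA637* lower), 63 (nitrate minus starved wild type higher), 33 (nitrate minus starved wild type lower), 10 (*nirA637* minus starved wild type higher), 1 (*nirA637* minus starved wild type lower). With every spot in the fit, counts were 204 (wild type on nitrate higher), 108 (wild type on nitrate lower), 10 (wild type on nitrate higher at the paper's thresholds), 0 (wild type on nitrate lower at the paper's thresholds), 16 (nitrate wild type minus *nirA637* higher), 32 (nitrate minus starved wild type higher), 16 (nitrate minus starved wild type lower), 1 (*nirA637* minus starved wild type higher), 5 (higher in both wild type on nitrate and *nirA637*), 13 (lists higher in wild type on nitrate), 2 (lists lower in wild type on nitrate). With plain subtraction on all spots, counts were 108 (wild type on nitrate higher), 55 (wild type on nitrate lower), 94 (wild type on nitrate higher at the paper's thresholds), 63 (wild type on nitrate lower at the paper's thresholds), 8 (starved wild type higher at the paper's thresholds), 6 (starved wild type lower at the paper's thresholds), 153 (nitrate wild type minus *nirA637* higher), 161 (nitrate wild type minus *nirA637* lower), 158 (nitrate minus starved wild type higher), 182 (nitrate minus starved wild type lower), 4 (higher in both wild type on nitrate and *nirA637*). With every spot and a dye term, counts were 562 (wild type on nitrate higher), 425 (wild type on nitrate lower), 10 (wild type on nitrate higher at the paper's thresholds), 0 (wild type on nitrate lower at the paper's thresholds), 8 (starved wild type higher), 1 (starved wild type lower), 89 (*nirA637* higher), 6 (*nirA637* lower), 55 (nitrate wild type minus *nirA637* higher), 56 (nitrate wild type minus *nirA637* lower), 302 (nitrate minus starved wild type higher), 178 (nitrate minus starved wild type lower), 19 (*nirA637* minus starved wild type higher), 3 (*nirA637* minus starved wild type lower), 8 (higher in both wild type on nitrate and starved wild type), 1 (lower in both wild type on nitrate and starved wild type), 53 (higher in both wild type on nitrate and *nirA637*), 1 (lower in both wild type on nitrate and *nirA637*), 7 (higher in both starved wild type and *nirA637*), 12 (lists higher in wild type on nitrate), 2 (lists lower in wild type on nitrate). With the image-extraction day as a block, counts were 108 (wild type on nitrate higher), 84 (wild type on nitrate lower). With image-extraction day 1 only, counts were 8 (wild type on nitrate higher), 4 (wild type on nitrate lower). With image-extraction day 2 only, counts were 8 (wild type on nitrate higher), 5 (wild type on nitrate lower). With every spot, image-extraction day 2 only, counts were 53 (wild type on nitrate higher), 9 (wild type on nitrate higher at the paper's thresholds), 0 (wild type on nitrate lower at the paper's thresholds). With plain subtraction and a ratio on 50% of the arrays or more, counts were 13 (wild type on nitrate higher), 2 (wild type on nitrate lower), 13 (wild type on nitrate higher at the paper's thresholds), 2 (wild type on nitrate lower at the paper's thresholds), 8 (starved wild type higher at the paper's thresholds), 1 (starved wild type lower at the paper's thresholds), 14 (nitrate wild type minus *nirA637* higher), 1 (nitrate wild type minus *nirA637* lower), 19 (nitrate minus starved wild type higher). With every spot and dim oligonucleotides left out, counts were 211 (wild type on nitrate higher), 112 (wild type on nitrate lower), 10 (wild type on nitrate higher at the paper's thresholds), 0 (wild type on nitrate lower at the paper's thresholds). With every spot, image-extraction day 1 only, counts were 12 (wild type on nitrate higher at the paper's thresholds), 0 (wild type on nitrate lower at the paper's thresholds). With no background correction, counts were 4 (starved wild type higher), 0 (starved wild type higher at the paper's thresholds), 3 (*nirA637* higher at the paper's thresholds), 14 (nitrate wild type minus *nirA637* higher), 12 (nitrate wild type minus *nirA637* lower), 26 (nitrate minus starved wild type higher), 11 (nitrate minus starved wild type lower). With 1 fit over all arrays, counts were 12 (starved wild type higher), 20 (starved wild type lower), 18 (*nirA637* higher). At the paper's thresholds, counts were 1 (higher in both wild type on nitrate and *nirA637*), 3 (higher in both starved wild type and *nirA637*). With marked spots left out and an estimated correlation, counts were 0 (lists higher in wild type on nitrate), 0 (lists higher in starved wild type), 0 (lists higher in *nirA637*). With every spot and an estimated correlation, 8 lists were higher and 2 lower in wild type on nitrate, and none in starved wild type or *nirA637*.

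Leaving out each array in turn gave 22 to 31 and 134 to 170 with every spot (wild type on nitrate higher), 8 to 16 and 71 to 100 with every spot (wild type on nitrate lower), 3 to 3 and 9 to 10 with every spot (wild type on nitrate higher at the paper's thresholds), 0 to 1 and 0 to 0 with every spot (wild type on nitrate lower at the paper's thresholds), 1 to 4 and 1 to 4 with every spot (starved wild type higher at the paper's thresholds), 1 to 8 and 1 to 9 with every spot (*nirA637* higher), 0 to 1 and 0 to 1 with every spot (*nirA637* lower), 4 to 8 and 4 to 9 with every spot (*nirA637* higher at the paper's thresholds), 4 to 8 and 11 to 21 with every spot (nitrate wild type minus *nirA637* higher), 2 to 7 and 3 to 7 with every spot (nitrate wild type minus *nirA637* lower), 6 to 44 and 14 to 105 with every spot (nitrate minus starved wild type higher), 2 to 18 and 7 to 31 with every spot (nitrate minus starved wild type lower), 0 to 3 and 0 to 5 with every spot (*nirA637* minus starved wild type higher), 0 to 1 and 0 to 0 with every spot (*nirA637* minus starved wild type lower), 4 to 5 and 12 to 13 with every spot (lists higher in wild type on nitrate), 0 to 0 and 2 to 2 with every spot (lists lower in wild type on nitrate), 5 to 8 and 5 to 9 with every spot (lists higher in starved wild type), 0 to 1 and 0 to 1 with every spot (lists lower in starved wild type), 0 to 0 and 0 to 1 with every spot (lists lower in *nirA637*). AN3347, called on 1 spot in wild type on nitrate, ranged from -2.505 to 0.084 when arrays were left out, and its sign turned once, with every spot and array 4 left out. Taking every oligonucleotide separately concerns AN3267 only, which was not called. The authors' value table has no test, NirA sites had no genome, and the day block could not be fitted where an experiment or difference has 1 day per group. Dim scans limit what can be seen for wild type on nitrate.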

Differences from the paper's values

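Plain subtraction on all spots was chosen after the values had been seen. The other settings named here were set before the data were examined. Counts and folds differ where they are more than 1.5 times apart, and log2 ratios where they are further apart than the SD between arrays or of opposite sign.

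The paper gives 135 genes past its thresholds in all, 84 higher and 51 lower, and 9, 8 and 1 were found. The counts found here and below are of oligonucleotides, and can include those that name no single gene. It gives 72 higher only in wild type on nitrate (2 found), 45 lower there (1 found), 6 lower under starvation (0 found, with 348 lower at an unadjusted p under 0.05 in limma) and 12 higher in starved wild type or *nirA637* (6 found). Of the settings fixed beforehand, plain subtraction comes within this margin for all of these, at 155, 88, 67, 75, 61, 6 and 13, a ratio on 50% of the arrays or more for the last, at 10, and the others for none. Plain subtraction on all spots, added later, gives 170, 101, 69, 89, 63, 6 and 12. Of the 136 items in the copies of the paper's tables 135 stay past its thresholds, and the other, AN11255 of Table S5, was not measured here.

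For the nitrate assimilation genes the paper gives 15- to 60-fold, and 2.41- to 25.3-fold was found with every spot in the fit. The offset pulls these folds down where ammonium-grown cells are near background. With marked spots left out, 3.08-fold was found for *fhbA*, where it gives 12-fold (4.06 found with every spot), and 0.99-fold for *fhbB*, where it gives 2-fold (1.01 with every spot), on a probe well above background on 3 of 7 arrays in either condition, which limits what this fold can say. In ammonium-grown cells *fhbA* was well above background on 2 of 7 arrays, where the offset pulls its fold down. Plain subtraction brings *fhbA* to 9.46.

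Of 44 log2 ratios compared with the paper's supplementary tables, 35 differed. Values found are those with marked spots left out, except that niaD, crnA, crnB, nitA, leu2B, AN7539 and AN9451 had none in wild type on nitrate and are given with every spot. The value of luA rests on 1 spot, and with every spot it was 1.71, and that of fhbA 2.02. The offset pulls values near background towards 0. In ammonium-grown cells crnA was well above background on 2 of 7 arrays and crnB on 3. The paper's value and the value found were, for wild type on nitrate, niaD AN1006 3.85 against 1.79, niiA AN1007 5.9 against 4.66, crnA AN1008 4.02 against 1.64, crnB AN0399 5.31 against 2.95, nitA AN8647 2.44 against 1.27, fhbA AN7169 3.6 against 1.62, leu2B AN2793 3.04 against 1.53, luA AN5886 2.71 against 0.40, AN7358 3.2 against 0.022, AN0628 2 against 0.59, AN0180 3.59 against -0.133, AN6933 2.44 against -0.008, AN2602 2.53 against -0.054, AN2834 3.43 against -0.064, AN4367 2.99 against -0.009, AN7539 4.77 against 2.61, AN9451 2.08 against 1.45, AN3181 2.51 against 1.41, AN5405 3.81 against -0.012, AN7222 3.02 against 0.071, AN10059 -2.08 against -0.027, AN10082 -2.74 against -0.024, AN10344 -2.02 against -0.76. For starved wild type they were AN8903 3.27 against 0.96, dppV AN2572 2.94 against 1.01, AN1404 2.57 against 0.71, AN1927 2.39 against 0.255, AN3396 -3.69 against -0.175, AN1825 -2.56 against -0.285, AN5734 -2.45 against -0.55, rok1 AN0944 -2.27 against -0.56, AN9140 -2.17 against -0.42, AN1303 -2.07 against -0.36, and for *nirA637* AN3991 5.82 against 0.113, AN7183 2.9 against 0.042. Of the settings fixed beforehand, plain subtraction came within the margin for 19 of the 27 it could be compared on, and so did a ratio on 50% of the arrays or more, and the others for none. Plain subtraction on all spots did so for 35 of 35.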

Other observations

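The lists below were written before the data were examined. The list tests with every spot in the fit were chosen after the data had been seen.

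The values below are for wild type on nitrate with every spot in the fit. Of 21 sterigmatocystin genes none was called by limma (none when adjusted over the list alone; camera, adjusted p = 0.782), the smallest unadjusted p being 0.29 for *stcO* (AN7811). Table S5 lists *stcO* and *aflR* (AN7820) of this cluster as lower, and here they were at -0.11 and -0.02, each with a ratio on 1 spot after plain subtraction. Of 3 penicillin genes none was called (none when adjusted over the list alone; camera, adjusted p = 0.77), the smallest unadjusted p being 0.0467 for *aatA*. Of 11 genes of the tricarboxylic acid cycle list 3 were higher (5 higher and 1 lower when adjusted over the list alone; adjusted p = 7.31e-10, and 0.0195 with an estimated correlation), and of 3 of the pentose phosphate pathway 2 (2 when adjusted over the list alone; adjusted p = 1.66e-05, and 0.0218 with an estimated correlation). The keyword for malate dehydrogenase also matched isopropylmalate dehydrogenase and placed *leu2A* and *leu2B* in the first of these lists. Of these, *leu2B* is in Table S3, which was drawn from these arrays. The list holds homocitrate, homoaconitate and methylcitrate enzymes as well.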
